# Neuroblastoma RAS viral oncogene homolog (N-RAS) deficiency aggravates liver injury and fibrosis

**DOI:** 10.1038/s41419-023-06029-y

**Published:** 2023-08-10

**Authors:** Kang Zheng, Fengjie Hao, Sandra Medrano-Garcia, Chaobo Chen, Feifei Guo, Laura Morán-Blanco, Sandra Rodríguez-Perales, Raúl Torres-Ruiz, María Isabel Peligros, Javier Vaquero, Rafael Bañares, Manuel Gómez del Moral, José R. Regueiro, Eduardo Martínez-Naves, Mohamed Ramadan Mohamed, Rocío Gallego-Durán, Douglas Maya, Javier Ampuero, Manuel Romero-Gómez, Albert Gilbert-Ramos, Sergi Guixé-Muntet, Anabel Fernández-Iglesias, Jordi Gracia-Sancho, Mar Coll, Isabel Graupera, Pere Ginès, Andreea Ciudin, Jesús Rivera-Esteban, Juan M. Pericàs, María Dolores Frutos, Bruno Ramos Molina, José María Herranz, Matías A. Ávila, Yulia A. Nevzorova, Edgar Fernández-Malavé, Francisco Javier Cubero

**Keywords:** Homeostasis, Pathogenesis

## Abstract

Progressive hepatic damage and fibrosis are major features of chronic liver diseases of different etiology, yet the underlying molecular mechanisms remain to be fully defined. N-RAS, a member of the RAS family of small guanine nucleotide-binding proteins also encompassing the highly homologous H-RAS and K-RAS isoforms, was previously reported to modulate cell death and renal fibrosis; however, its role in liver damage and fibrogenesis remains unknown. Here, we approached this question by using N-RAS deficient (N-RAS^−/−^) mice and two experimental models of liver injury and fibrosis, namely carbon tetrachloride (CCl_4_) intoxication and bile duct ligation (BDL). In wild-type (N-RAS^+/+^) mice both hepatotoxic procedures augmented N-RAS expression in the liver. Compared to N-RAS^+/+^ counterparts, N-RAS^−/−^ mice subjected to either CCl_4_ or BDL showed exacerbated liver injury and fibrosis, which was associated with enhanced hepatic stellate cell (HSC) activation and leukocyte infiltration in the damaged liver. At the molecular level, after CCl_4_ or BDL, N-RAS^−/−^ livers exhibited augmented expression of necroptotic death markers along with JNK1/2 hyperactivation. In line with this, N-RAS ablation in a human hepatocytic cell line resulted in enhanced activation of JNK and necroptosis mediators in response to cell death stimuli. Of note, loss of hepatic N-RAS expression was characteristic of chronic liver disease patients with fibrosis. Collectively, our study unveils a novel role for N-RAS as a negative controller of the progression of liver injury and fibrogenesis, by critically downregulating signaling pathways leading to hepatocyte necroptosis. Furthermore, it suggests that N-RAS may be of potential clinical value as prognostic biomarker of progressive fibrotic liver damage, or as a novel therapeutic target for the treatment of chronic liver disease.

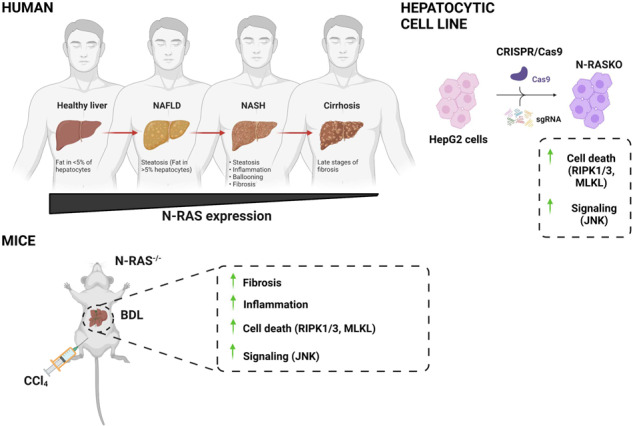

## Introduction

The small guanine nucleotide-binding proteins of the RAS family [1], encompassing in mammals the highly homologous H-RAS, N-RAS, and K-RAS (4A and 4B splice variants) isoforms, act as molecular switches to convey extracellularly derived signals into the cell interior. RAS proteins cycle between an inactive GDP-bound state and an active GTP-bound state, because of the concerted action of guanine nucleotide exchange factors (GEFs) and GTPase-activating proteins (GAPs). RAS activation is involved in a variety of key cellular processes including cell survival and death, proliferation, differentiation, and migration [1]. Although RAS proteins are highly homologous and ubiquitously expressed, differences in their expression in various tissues, along with a distinct subcellular distribution and recruitment of downstream effectors, suggest that each RAS isoform may subsume a specialized and specific function [2–4].

Progressive liver damage, including fibrosis, is a hallmark of chronic liver diseases. Liver fibrogenesis is a dynamic process characterized by scar healing and extracellular matrix (ECM) accumulation, in response to chronic liver injury of various types of insults [5]. Advanced chronic liver disease (ACLD), sometime referred to as advanced fibrosis or cirrhosis, represents one late stage of chronic liver disease of different etiology, including metabolic-associated fatty liver disease, alcohol, viral infections, and autoimmune liver disease [6]. Liver biopsy remains as the gold standard method for the diagnosis of ACLD, by determining the grade of steatosis, necroinflammation and fibrosis simultaneously [6]. Although our current understanding of liver fibrosis improved in the past decades, the underlying molecular mechanisms are still poorly defined and most treatments have proved ineffective. Thus, approved medications for ACLD-related fibrosis are still lacking.

Signaling from Ras proteins has been implicated in fibrogenesis. Farnesylthiosalicylic acid (FTS), a pan-RAS antagonist, reduced fibrosis in experimentally-induced liver cirrhosis [7], although the specific Ras isoforms involved were not identified. N-RAS, in particular, was previously reported to modulate renal fibrosis [8], but its involvement in liver fibrogenesis has remained unknown. Hence, we sought to investigate the role of N-RAS in fibrotic liver disease by using mice deficient for N-RAS and well-established experimental hepatotoxic models (carbon tetrachloride, CCl_4_ and bile duct ligation, BDL) [9, 10]; in combination with analyses of N-RAS expression in chronic liver disease patients with distinct degree of fibrosis.

## Results

### N-RAS deficiency exacerbates CCl_4_-induced liver fibrosis and immune cell infiltration

We sought to determine whether N-RAS plays a key function in the induction and development of liver injury and fibrosis by analyzing gene-targeted mice specifically lacking N-RAS (Suppl. Figure 1A).

Chronic administration of carbon tetrachloride (CCl_4_), a widely accepted model of advanced chronic liver disease (ACLD) [11], induced N-RAS gene expression in wild-type mice (Suppl. Figure 1B). Since RAS family is comprised by two other genes, namely H-RAS and K-RAS, we also checked mRNA expression of these isoforms. Our result indicated that both H-RAS and K-RAS increased significantly in N-RAS^−/−^ compared with N-RAS^+/+^ mice, after 28 days of CCl_4_ treatment (Suppl. Figure 1C, D).

Thus, we challenged N-RAS^+/+^ and N-RAS^−/−^ animals with CCl_4_ for a period of 28 days (Fig. 1). Previous reports identified N-RAS as an important modulator of fibroblast function and fibrosis in the kidney [8]. In the liver, treatment with CCl_4_ significantly induced higher quantitative Sirius Red (SR) staining in livers from N-RAS^*−/−*^ compared with N-RAS^+/+^ animals (Fig. 1A, B). The moderate to severe fibrosis observed by SR was confirmed by immunofluorescence (IF) and mRNA expression of collagen IA1 and alpha-smooth muscle actin (αSMA), a marker of hepatic stellate cell (HSC) activation (Fig. 1C, D, Suppl. Figure 2A, B). These findings were validated by increased αSMA protein expression in liver tissue of N-RAS^−/−^ compared with N-RAS^+/+^ mice (Fig. 1E).

**Fig. 1:**
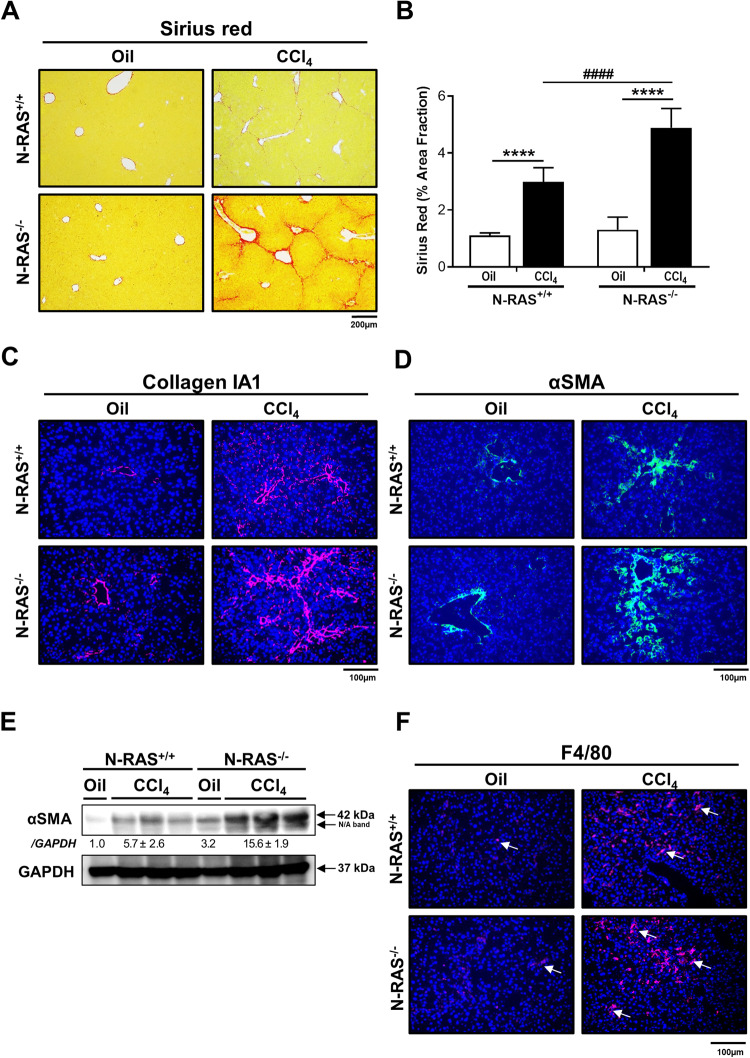
N-RAS deficiency exacerbates CCl_4_-induced liver fibrosis and immune cell infiltration. Representative Sirius red (SR) staining (**A**) and (**B**) quantification of SR areas in paraffin sections from N-RAS^+/+^ and N-RAS^−/−^ livers, after 28 days CCl_4_ treatment. Immunofluorescence staining for Collagen IA1 (**C**) and (**D**) α-SMA (**D**) was performed in liver cryosections from N-RAS^+/+^ and N-RAS^−/−^ animals. **E** Liver extracts were prepared and analyzed by immunoblot using α-SMA. GAPDH was used as housekeeping protein. **F** Representative hepatic F4/80 immunofluorescence staining from N-RAS^+/+^ and N-RAS^−/−^ mice, after 28 days CCl_4_ treatment. Arrows (→) indicate positive cells. Values represent mean ± SEM from 6–8 mice per group (intragroup ****p < 0.0001; intragroup ^####^*p* < 0.0001).

We next evaluated immune cell infiltration in response to liver injury, a feature of the pathophysiology of chemically-induced liver fibrosis. We analyzed the presence of CD45^+^ (leukocytes; Suppl. Figure 3A, B), CD11b^+^ (mostly myeloid lineages; Suppl. Figure 3C, D), and F4/80^+^ (macrophages; Fig. 1F, Suppl. Figure 3E) immune cells by IF in liver sections of corn-oil and CCl_4_-treated N-RAS^+/+^ and N-RAS^−/−^ mice. Our data indicated significantly increased abundance of the immune cells expressing the above surface markers in the livers of CCl_4_-treated N-RAS^−/−^ mice compared to N-RAS^+/+^ counterparts. In addition, flow cytometric analyses of liver leukocytes (Suppl. Figure 4) revealed significantly increased frequencies of αβ T lymphocytes, including CD8^+^ cells (Suppl. Figure 4A, B), and B lymphocytes (Suppl. Figure 4F), but reduced CD4^+^, NKT and γδ T cells (Suppl. Figure 4C–E) in oil-treated N-RAS^−/−^ compared to N-RAS^+/+^ mice. In CCl_4_-treated animals, the relative abundance of αβ T and B cells were increased only in N-RAS^−/−^ mice (Suppl. Figure 4A, F); although proportions of CD8^+^ and CD4^+^ subsets within the αβ T cell compartment were comparable in both types of mice (Suppl. Figure 4B, C). Further, a tendency towards a higher percentage of NKT and γδ T cells was observed in CCl_4_-treated N-RAS^−/−^ compared to N-RAS^+/+^ mice (Suppl. Figure 4D, E). Overall, these results indicate that N-RAS deficiency is associated with exacerbation of liver fibrosis and increased infiltration of both myeloid and lymphoid immune cells after chemically-induced liver damage.

### N-RAS deficiency is associated with aggravated liver injury, cell death, and increased compensatory proliferation after chronic CCl_4_ challenge

Next, we sought to evaluate liver damage by analyzing serum biochemical markers. Interestingly, ALT, AST, and LDH were significantly increased in N-RAS^−/−^ compared with N-RAS^+/+^ animals (Fig. 2A–C), indicating that N-RAS deficiency increased chemically-induced liver injury. Macroscopically, explanted livers showed significantly increased liver weight (LW) *versus* body weight (BW) ratio in N-RAS^−/−^ compared with N-RAS^+/+^ animals (Suppl. Figure 5A, B). Blinded histopathological examination of liver samples by an expert pathologist revealed increased hepatocyte ballooning and apoptotic bodies, extensive necrotic periportal areas, and a tendency towards increased biliary foci (Fig. 2D, Suppl. Figure 5C) when N-RAS^−/−^ mice were compared to N-RAS.

**Fig. 2:**
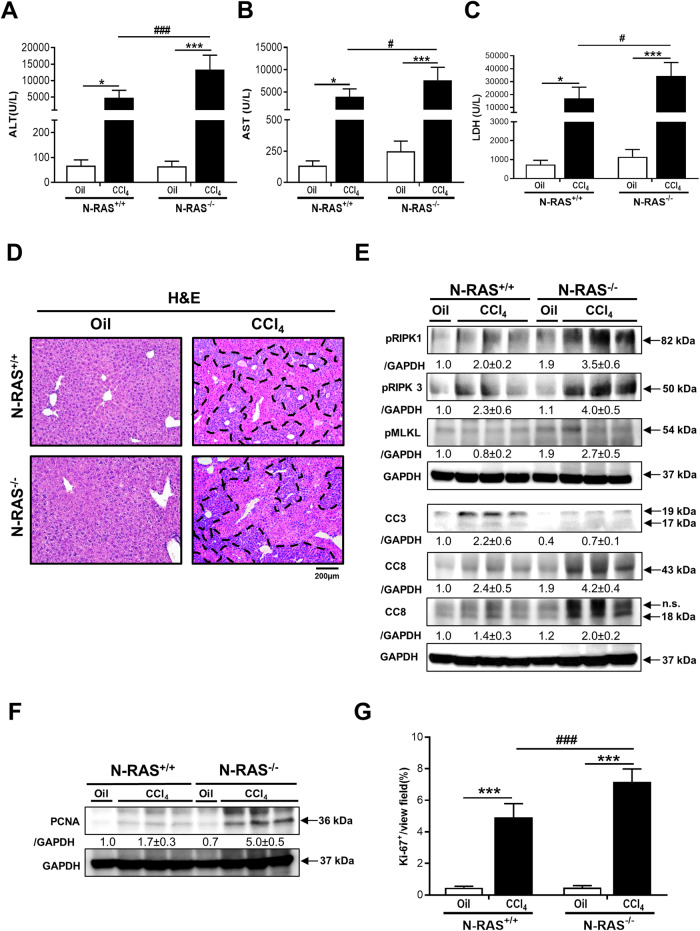
N-RAS deficiency is associated with aggravated liver injury, cell death, and increased compensatory proliferation after chronic CCl_4_ challenge. **A**–**C** Serum levels of ALT (**A**), AST (**B**), and LDH (**C**) were determined, 28 days after CCl_4_ treatment. **D** Representative H&E staining of livers. **E** Protein analysis by Western Blot of pRIK1/3, pMLKL, CC3, CC8, and **F** PCNA. GAPDH was used as housekeeping protein. **G** Immunofluorescence staining for Ki-67 of liver cryosections and positive cell quantification was performed, 28 days after CCl_4_ treatment. Values represent mean ± SEM (*N* = 6–8, intragroup, *p < 0.05–***p < 0.001; intergroup ^#^*p* < 0.05–^###^*p* < 0.001). Dotted area indicates necrotic foci.

CCl_4_ is metabolized by cytochrome P450 2E1 (CYP2E1) to produce the highly reactive trichloromethylperoxy radical (CCl_3_OO^●^) which initiates lipid peroxidation. After propagation of the peroxidation process, lipids are finally degraded in small molecules such as 4-hydroxynonenal (HNE), which are highly reactive aldehydes that can form protein and DNA adducts [12]. Interestingly, compared to the wild-type mice, increased 4-HNE accumulation was found in the liver of N-RAS-deficient mice, after CCl_4_ administration (Suppl. Figure 5D, E).

Cell death and compensatory proliferation represent a basic biological response defining the outcome in most hepatic disease conditions [13]. To further understand the mechanisms potentially regulated by N-RAS, we studied the levels of proteins related to cell death after chronic CCl_4_ treatment. Phosphorylated RIPK1/3, pMLKL, and cleaved caspase-8 (CC8) were overexpressed in N-RAS^−/−^ livers, whereas cleaved caspase-3 (CC3) was under expressed in these animals, compared with N-RAS^+/+^ mice (Fig. 2E). Thus, while necroptosis was characteristic of N-RAS*-*deficient livers, apoptosis was the major mode of cell death in livers from N-RAS^+/+^ mice. Moreover, overexpression of hepatic PCNA was more noticeable in N-RAS^−/−^ compared with N-RAS^+/+^ (Fig. 2F, G) mice. Altogether, these results indicated that N-RAS-deficient mice show aggravated liver injury, lipid peroxidation, necroptotic cell death, and higher compensatory proliferation upon CCl_4_-induced liver injury.

### N-RAS deficiency aggravates BDL-induced liver injury and fibrosis

The obstruction of the common bile duct by BDL causes bile to accumulate in the liver, leading to hepatic injury, inflammation and, ultimately, peribiliary fibrosis and cirrhosis [11]. Given the results in the chemically-induced liver fibrosis model, BDL was employed as a second preclinical model of liver damage and fibrosis to test the impact of N-RAS deficiency. BDL for 28 days caused collagen deposition around the bile ducts, as determined by quantitative SR staining, collagen IA1 immunofluorescence, the expression of genes related to ECM and inflammation (Coll IA1, Coll III, αSMA, TIMP1, and IL1ß) and the protein levels of αSMA. All these parameters were specifically increased in N-RAS^−/−^ compared with N-RAS^+/+^ mice after BDL (Fig. 3A, B, F, Suppl. Figure 6A–F). Moreover, immunostaining and quantification of liver infiltrating cells demonstrated significantly increased CD45, CD11b, and F4/80 positive cells in the livers of N-RAS^−/−^ compared with N-RAS^+/+^ mice after BDL (Suppl. Figure 7A–F). These data indicated that the absence of N-RAS significantly increased ECM deposition and leukocyte recruitment in the injured liver.

**Fig. 3:**
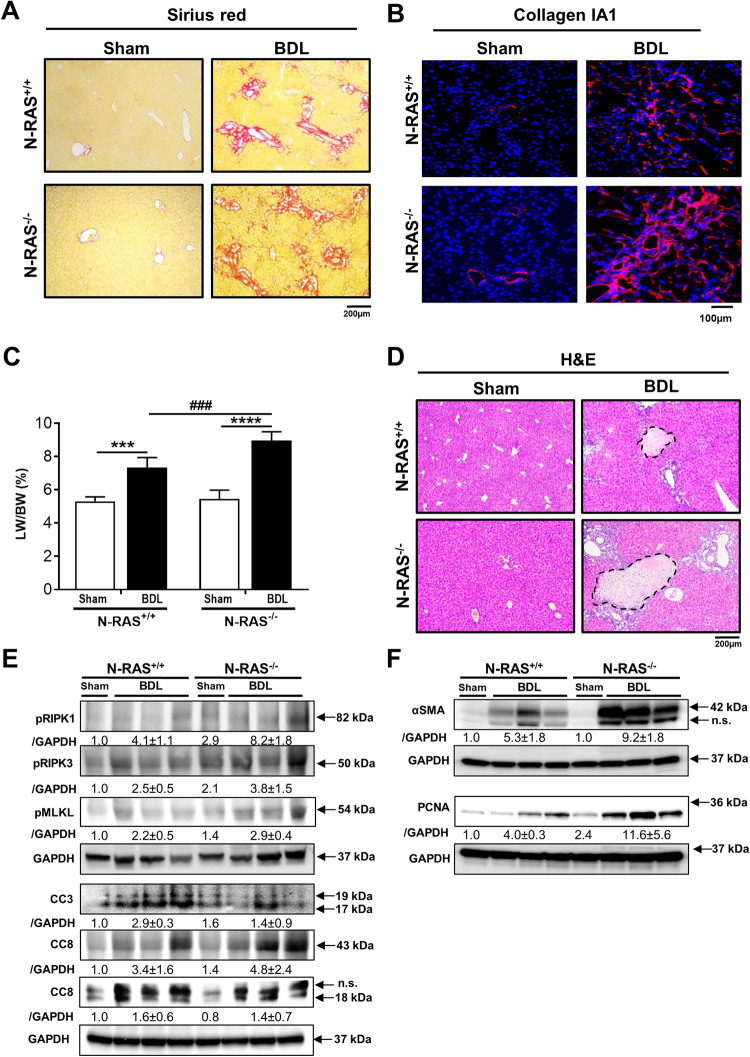
N-RAS deficiency aggravates BDL-induced liver injury and fibrosis. **A** Representative Sirius red (SR) staining (**A**) was performed in paraffin sections of N-RAS^+/+^ and N-RAS^−/−^ livers, 28 days after CCl_4_. **B** Immunofluorescence for Collagen IA was carried out in the cryosections of the same animals. **C** Liver weight (LW) versus body weight (BW) ratio was calculated and represented. **D** Representative H&E staining of *N-Ras*^*+/+*^ and *N-Ras*^*−/−*^ mice, 28 days after BDL. **E** Immunoblots were performed using pRIK1/3, pMLKL, CC3, CC8 antibodies. GAPDH was used as housekeeping protein. **F** Protein expression of α-SMA and PCNA was evaluated by Western blot. GAPDH was used as housekeeping protein. Values represent mean ± SEM from 5–6 mice per group (**p < 0.01; ***p < 0.001; ****p < 0.0001). Dotted areas indicate necrotic foci.

LW/BW ratio was also significantly increased in BDL-treated N-RAS^−/−^ compared with N-RAS^+/+^ mice (Fig. 3C, Suppl. Figure 8A). Histopathological examination of N-RAS^−/−^ livers showed a more intense inflammation accompanied by alteration of the hepatic architecture and extensive necrotic foci, compared with N-RAS^+/+^ animals (Fig. 3D, Suppl. Figure 8B).

To deepen into the mechanisms associated to the increase in liver fibrosis observed in N-RAS-deficient mice subjected to BDL, we investigated oxidative stress, cell death, and compensatory proliferation. In agreement with the results using the CCl_4_ model, significantly elevated lipid peroxides (4HNE) were characteristic of N-RAS^−/−^ livers (Suppl. Figure 8C, D). Moreover, increased hepatic expression of canonical necroptosis pathways, including CC8, pRIK1/3, and pMLKL, along with CC3 under expression, was observed in N-RAS^−/−^ animals (Fig. 3E). Finally, PCNA protein levels were also significantly increased in N-RAS^−/−^ compared with N-RAS^+/+^ counterparts (Fig. 3F).

Altogether these data indicate that N-RAS deficiency exacerbates liver fibrosis, accompanied by lipid peroxidation, cell death, and compensatory proliferation in cholestatic liver injury.

### N-RAS deficiency alters the profile of gene expression induced by experimental liver injury

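Liver RNA of 24 mice was measured on Affymetrix mouse arrays, with 1 array per mouse and 3 mice in each of 8 groups. In the BDL experiment, N-RAS+/+ and N-RAS-/- mice underwent sham surgery or BDL. In the CCl_4_ experiment, mice of both genotypes received oil or CCl_4_. All mice were labelled as males of 8 to 10 weeks, assigned at random to the groups, and livers were taken after 28 days. Nras, the deleted gene, was read first as a check of the labels: its log2 signal was 4.55 to 5.56 in the N-RAS-/- livers and 5.92 to 8.04 in the N-RAS+/+ livers, so that the genotypes did not overlap.
The deposited signals were on the log2 scale and had been normalized by the authors. The method is not stated, and MAS5 is named without its role. Array medians lay between 5.55 and 5.70, and arrays of a group correlated at 0.98 or above. Of 22206 probe sets, 21367 carried 1 gene symbol, and 21144 genes were tested. The groups of each experiment (12 arrays) were compared with limma, p values were adjusted over all genes by Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. Genotype differences are log2 fold changes of N-RAS-/- over N-RAS+/+ livers ± standard error with 3 mice per group, and other signals are means ± SD. The 3 arrays per group limit the precision of every value. An exact permutation test of 3 livers against 3 cannot give a p below 0.1. In addition, 32 gene lists were compared with all other genes by camera, with a preset correlation of 0.01 between genes and with an estimated correlation, and were tested by fry for a common direction of their members. p values of the lists were adjusted over the lists.
A pair of features crossed the groups. On 6 arrays (N-RAS+/+ sham N01 and N03, N-RAS-/- sham N07, N08 and N09, and N-RAS-/- oil N28) the mean signal of 4 Y-linked genes was 3.00 to 3.59, against 6.84 to 8.25 on the others, and female-biased liver genes were high. On the N-RAS-/- BDL array N12, the skeletal muscle gene Acta1 read 10.88, against at most 5.10 elsewhere.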

To gain insight into the differential signaling pathways triggered in N-RAS^−/−^ *versus* N-RAS^+/+^ mice during liver injury and fibrosis, we performed microarray analyses of livers 28 days after CCl_4_ treatment and BDL surgery, respectively (Fig. 4A–C). Interestingly, genes related to liver fibrosis and inflammation (TnfR and Ly6D) were upregulated in N-RAS knockout mice challenged either with CCl_4_ or with BDL (Fig. 4A). In turn, downregulation of genes related to biological regulation (Cyp7A1/2C8) was evident in this analysis (Fig. 4A–C). 

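Ly6d encodes a surface protein anchored in the membrane by a lipid, and Tnfrsf22 and Tnfrsf23 encode decoy receptors of the TNF receptor family that bind TRAIL and lack a death domain. In N-RAS+/+ livers, Ly6d rose after CCl_4_ relative to oil by 4.79 ± 0.30 (adjusted p = 1.36e-07) and after BDL relative to sham by 2.37 ± 0.48 (adjusted p = 0.00739), and in N-RAS-/- livers by 3.78 ± 0.30 (adjusted p = 5.37e-07) and 4.59 ± 0.48 (adjusted p = 3.89e-05), where 5 of the 6 sham arrays had low Y-linked signal. Tnfrsf22 and Tnfrsf23 rose after CCl_4_ by 2.43 ± 0.32 (adjusted p = 1.29e-04) and 3.88 ± 0.37 (adjusted p = 7.93e-06). Between genotypes, Ly6d did not pass the test after CCl_4_, -0.66 ± 0.30 (adjusted p = 0.157), or after BDL, 2.16 ± 0.48 (adjusted p = 0.0606). Without N-RAS+/+ BDL array N05 the BDL difference passed (2.84, adjusted p = 0.00324), and without N-RAS+/+ CCl_4_ array N24 a fall after CCl_4_ passed (-1.04, adjusted p = 0.0185). Tnfrsf22 differed between genotypes by -0.13 ± 0.32 (adjusted p = 0.827) after CCl_4_ and 0.26 ± 0.20 (adjusted p = 0.678) after BDL, and Tnfrsf23 by -0.061 ± 0.37 (adjusted p = 0.935) and 0.80 ± 0.32 (adjusted p = 0.333). The receptor of Fig. 4A was matched to Tnfrsf23 after its values were seen.
Several chemokines and cytokines that draw leukocytes into injured tissue were lower in N-RAS-/- livers after CCl_4_. The neutrophil attractant Cxcl2 fell by 2.51 ± 0.35 (adjusted p = 3.86e-04), after a rise in N-RAS+/+ livers of 5.09 ± 0.35 (adjusted p = 3.65e-07). Ccl3 differed by -2.25 ± 0.26 (adjusted p = 8.85e-05), Tnf by -2.17 ± 0.23 (adjusted p = 3.76e-05) and the monocyte attractant Ccl2 by -1.56 ± 0.19 (adjusted p = 1.62e-04). Tnf signals were low, and with values floored at 32 its difference did not pass (-0.51, adjusted p = 0.143). Il1b and Cxcl10 fell as well, with differences of -1.97 ± 0.32 (adjusted p = 0.00103) and -2.10 ± 0.26 (adjusted p = 1.32e-04). The genotype effect differed between CCl_4_ and oil for Cxcl2, -2.92 ± 0.50 (adjusted p = 0.00951), and for Tnf, -2.47 ± 0.32 (adjusted p = 0.00178). Of 27 genes of cytokines, chemokines and NF-κB targets, limma called 11 lower and 0 higher (14 and 0 at an unadjusted p under 0.05, 13 and 0 adjusted over the list alone). Their median was -0.55 and camera gave a fall (adjusted p = 1.35e-06), lost at an adjusted p = 0.182 with an estimated correlation. For fry the adjusted p was 0.00470. After BDL, limma called 0 of them higher and 0 lower (3 and 5 at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone), with a median of -0.045 and a camera adjusted p of 0.732.

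**Figure D1:**
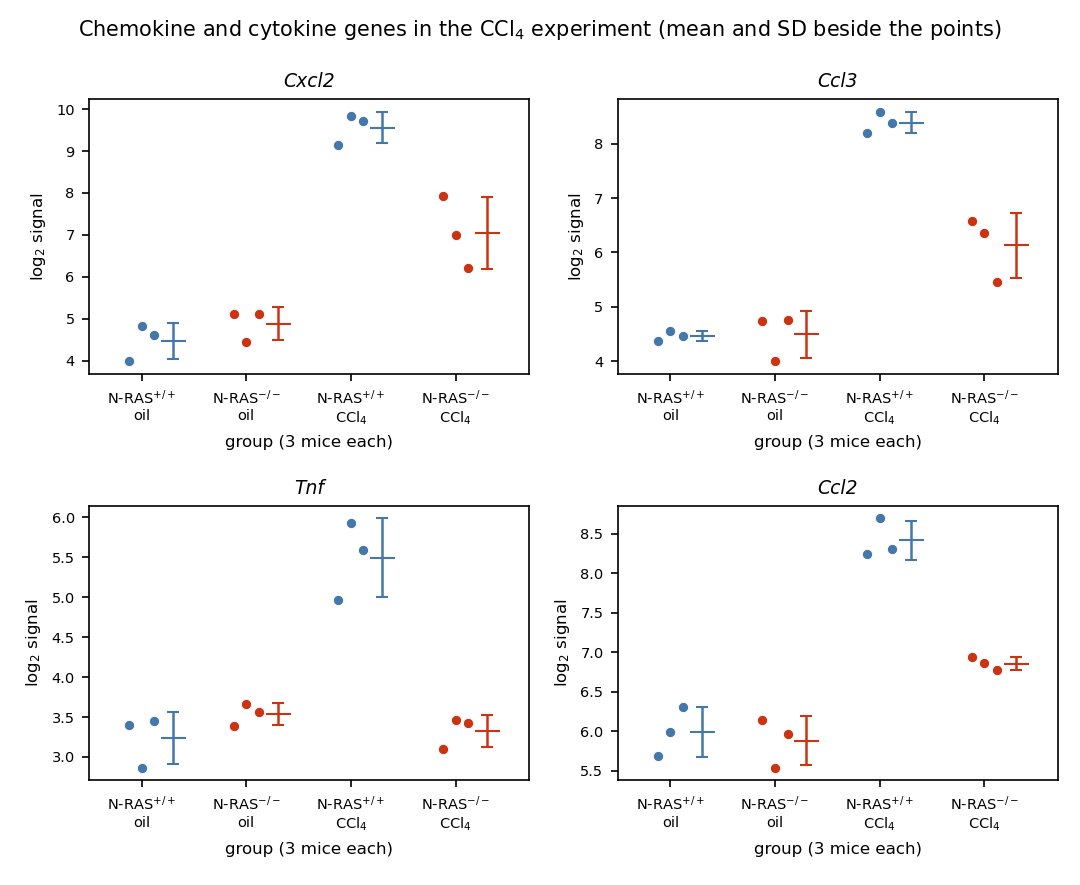
Log2 signals of Cxcl2, Ccl3, Tnf and Ccl2 in each liver of the CCl_4_ experiment, by group (points, 3 mice each), with the mean and SD beside them. For Cxcl2 the mean was 9.56 in N-RAS+/+ and 7.05 in N-RAS-/- livers after CCl_4_.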

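Hepatocytes make bile acids from cholesterol, and Cyp7a1 encodes the enzyme of the first step. After CCl_4_, Cyp7a1 was lower in N-RAS-/- than in N-RAS+/+ livers, -0.97 ± 0.29 (adjusted p = 0.0349). It had fallen from oil in both genotypes, by 4.52 and 6.14 log2 units in N-RAS+/+ and N-RAS-/- livers. After BDL it did not pass the test, 0.82 ± 0.36 (adjusted p = 0.387). The CCl_4_ call was lost without N24, N25, N26, N30 or N32 (adjusted p up to 0.141) and with values floored at 32 (-0.72, adjusted p = 0.226). Genes of later steps fell as well. Cyp8b1, the hydroxylase that sets the share of cholic acid, and Akr1d1, a reductase of the sterol ring, differed after CCl_4_ by -2.42 ± 0.29 (adjusted p = 1.07e-04) and -2.71 ± 0.23 (adjusted p = 6.88e-06), and both calls held in 6 of 6 fits that left out 1 array. For both the genotype effect differed between CCl_4_ and oil, by -2.83 ± 0.41 (adjusted p = 0.00357) and -2.79 ± 0.32 (adjusted p = 0.00103). Akr1c6, Baat, which conjugates bile acids, and Amacr fell, with differences of -2.08 ± 0.17 (adjusted p = 4.22e-06), -1.27 ± 0.23 (adjusted p = 0.00227) and -1.10 ± 0.19 (adjusted p = 0.00159). After BDL, Cyp8b1 did not pass, -1.03 ± 0.24 (adjusted p = 0.0799), except with a trended and robust fit (adjusted p = 0.0464).
Genes of bile acid transport were also lower. The uptake transporter Slco1b2 differed by -1.83 ± 0.15 (adjusted p = 7.12e-06) and the export pump Abcc4 by -2.10 ± 0.22 (adjusted p = 4.79e-05), whereas Abcc4 had risen in N-RAS+/+ livers after CCl_4_, 2.76 ± 0.22 (adjusted p = 1.57e-06). Nr0b2, a repressor induced by bile acids, differed by -1.30 ± 0.16 (adjusted p = 1.22e-04). Of 16 genes of bile acid synthesis and 17 of bile acid transport and sensing, limma called 8 and 7 lower and 0 higher in either list (9 and 7 lower adjusted over the list alone, 10 and 8 lower and 0 higher at an unadjusted p under 0.05). Camera's adjusted p values were 8.72e-06 and 1.63e-06 at medians of -0.57 and -0.56, and for both lists the call was lost, adjusted p = 0.182 with an estimated correlation. For fry both adjusted p values were 3.80e-04. After BDL, limma called 0 genes of either list (unadjusted p under 0.05: 1 higher and 2 lower of the synthesis genes, 1 and 3 of the transport genes; adjusted over the list alone: 2 and 0 lower). The synthesis list had a median of 0.037 but a downward camera direction (adjusted p = 0.732), and the transport list a median of -0.19 (adjusted p = 0.215).
Cytochromes P450 clear drugs and toxins. Cyp2c50, Cyp2c37 and Cyp4f14 fell after CCl_4_, with differences of -1.53 ± 0.32 (adjusted p = 0.00517), -1.49 ± 0.28 (adjusted p = 0.00315) and -1.06 ± 0.21 (adjusted p = 0.00420). No gene on the array carries the symbol Cyp2c8. Cyp2c38, matched to the figure after its values were seen, did not pass after CCl_4_, -0.32 ± 0.43 (adjusted p = 0.679), or after BDL, 0.14 ± 0.33 (adjusted p = 0.918), and had fallen with CCl_4_ in both genotypes, with changes of -4.76 ± 0.43 (adjusted p = 4.73e-06) and -5.69 ± 0.43 (adjusted p = 3.93e-07). Cyp2c40 gave -0.35 ± 0.82 (adjusted p = 0.824) and -0.43 ± 0.87 (adjusted p = 0.898), and Cyp2e1, which converts CCl_4_ to its radical, -0.14 ± 0.18 (adjusted p = 0.675) and -0.45 ± 0.18 (adjusted p = 0.324). Cyp4a14 fell after BDL, -3.54 ± 0.73 (adjusted p = 0.0467), and in sham livers, -4.14 ± 0.73 (adjusted p = 0.0239), where 5 of the 6 arrays with low Y-linked signal lie. Its BDL call was lost without N04, N06, N10, N11 or N12 (adjusted p up to 0.128). The call was also lost with values floored at 32, a trended and robust fit, array weights or the clock index as a term. Of 25 cytochromes P450, 11 were lower and 0 higher after CCl_4_ by limma (12 and 0 at an unadjusted p under 0.05, 12 and 0 adjusted over the list alone), at a median of -0.39. Camera gave an adjusted p of 5.56e-04, lost at an adjusted p = 0.482 with an estimated correlation, and fry 0.0452. After BDL, Cyp4a14 alone was called (2 higher and 5 lower adjusted over the list alone), at a median of -0.23 and a camera adjusted p of 0.147.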

Gene clustering using a heatmap revealed significant upregulation in the expression of genes that were related to matrix deposition and collagen synthesis (Mmp9/155, Col4a4), cell cycle and proliferation (Cdk1, Ccnb1, Ccnf, and E2f2), and MAPK activation in N-RAS knockout mice after experimental fibrosis (Fig. 4B, C). These data suggested that increased cell proliferation and matrix deposition as well as loss of cell homeostasis were characteristic of N-RAS^−/−^ mice after experimental fibrosis.

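Col4a4 encodes a collagen chain of basement membranes, and Mmp9 and Mmp15 encode proteases that cut matrix proteins. The legend of Fig. 4B and C gives values relative to the mean of the sham-operated mice, whereas the differences here are between genotypes. Col4a4 was lower in N-RAS-/- livers after CCl_4_, -0.61 ± 0.18 (adjusted p = 0.0388), and did not pass after BDL, 0.097 ± 0.16 (adjusted p = 0.872). The CCl_4_ call was lost without N24, N25, N30 or N32 (adjusted p up to 0.158). Mmp9 passed the test neither after CCl_4_, 0.035 ± 0.32 (adjusted p = 0.958), nor after BDL, 0.72 ± 0.22 (adjusted p = 0.191). Mmp15 gave -0.62 ± 0.24 (adjusted p = 0.0963) and -0.17 ± 0.16 (adjusted p = 0.751), and its fall after CCl_4_ passed without N-RAS+/+ array N25 (-0.87, adjusted p = 0.0340). The fibrillar collagens Col1a1 and Col3a1 did not pass: Col1a1 gave 0.20 ± 0.16 (adjusted p = 0.452) after CCl_4_ and 0.39 ± 0.26 (adjusted p = 0.600) after BDL, and Col3a1 0.32 ± 0.28 (adjusted p = 0.499) and 0.73 ± 0.34 (adjusted p = 0.418).
Other matrix genes did change. Fbn1, a protein of elastic fibres, and Loxl1, which crosslinks elastin, rose after CCl_4_ by 0.68 ± 0.17 (adjusted p = 0.0163) and 0.91 ± 0.20 (adjusted p = 0.00847), and Fbn1 also after BDL, 0.80 ± 0.16 (adjusted p = 0.0447). The Fbn1 call after CCl_4_ was lost without N24, N26 or N31 (adjusted p up to 0.0706), and that after BDL without N04, N05, N06, N10, N11 or N12 (adjusted p up to 0.154). The macrophage elastase Mmp12 rose after BDL, 0.76 ± 0.15 (adjusted p = 0.0387), a call lost without N04, N06, N10, N11 or N12 (adjusted p up to 0.130). After CCl_4_, Adamts2, which processes procollagen, rose by 0.66 ± 0.17 (adjusted p = 0.0187), whereas Adamts1 and Mmp3 fell, with differences of -1.33 ± 0.30 (adjusted p = 0.00879) and -0.81 ± 0.24 (adjusted p = 0.0332). Both falls were lost with values floored at 32 (Adamts1 -1.33, adjusted p = 0.0550, and Mmp3 0.000, adjusted p = 1), as the Mmp3 signals lay at or under that floor. The Adamts2 and Mmp3 calls were also lost without N24, N25 or N31 (adjusted p up to 0.0779) and without N24, N25, N30 or N31 (adjusted p up to 0.121). Timp1, an inhibitor of these proteases, gave 0.13 ± 0.40 (adjusted p = 0.869) and 0.11 ± 0.33 (adjusted p = 0.934). Within a list of 29 matrix genes, Fbn1 and Loxl1 were the members called after CCl_4_ and Fbn1 after BDL, the same numbers as adjusted over the list alone. The medians were 0.035 and 0.19, with camera adjusted p values of 0.551 and 0.00614. The BDL rise was lost at an adjusted p = 0.540 with an estimated correlation, by fry (0.376) and in camera without array N12, which carries muscle transcripts (adjusted p = 0.286). Among 18 metalloproteinases and inhibitors, those named were the only calls (2 higher and 2 lower after CCl_4_, 2 and 1 after BDL, adjusted over the list alone), at medians of 0.019 and 0.077 and camera adjusted p values of 0.866 and 0.463. Relative to sham, 12 of the matrix genes rose after BDL in N-RAS+/+ and 15 in N-RAS-/- livers, with low Y-linked signal on all 3 N-RAS-/- sham arrays and on N-RAS+/+ sham N01 and N03.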

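A few cell cycle genes were higher in N-RAS-/- livers after BDL. Kif20a, a motor protein of cell division, rose by 2.56 ± 0.43 (adjusted p = 0.0141), the replication helicase genes Mcm2 and Mcm3 by 1.49 ± 0.21 (adjusted p = 0.00387) and 1.43 ± 0.24 (adjusted p = 0.0151), and the cyclin gene Ccnb2 by 1.61 ± 0.32 (adjusted p = 0.0359). Ccnb1, its kinase partner Cdk1, the proliferation marker Mki67 and the transcription factor gene E2f2 did not pass the test: 1.52 ± 0.33 (adjusted p = 0.0591), 1.44 ± 0.41 (adjusted p = 0.155), 2.10 ± 0.47 (adjusted p = 0.0640) and 0.98 ± 0.37 (adjusted p = 0.30). Without N-RAS-/- BDL array N12, on which muscle transcripts were high, Ccnb1 and Cdk1 passed (Ccnb1 2.00, adjusted p = 0.00347, and Cdk1 1.99, adjusted p = 0.0158). No probe set carried the symbol Ccnf alone. Of 32 cell cycle genes, limma called 4 higher and 0 lower (24 and 0 at an unadjusted p under 0.05, 23 and 0 adjusted over the list alone). The median was 1.18. Camera's adjusted p was 8.01e-23, lost at an adjusted p = 0.379 with an estimated correlation and with fry (0.110). Relative to sham, limma called 15 of the 32 genes higher and 1 lower in N-RAS-/- livers (median 1.03). In N-RAS+/+ livers it called 0 higher and 1 lower (median -0.11). The difference of these responses had 0 calls and a median of 1.18, with a camera adjusted p of 7.7e-17. That was lost at an adjusted p = 0.531 with an estimated correlation and with fry (0.577). Of the 6 sham arrays, 5 had low Y-linked signal. The calls of Kif20a, Mcm3 and Ccnb2 were lost without N04 or N06 (adjusted p up to 0.0640), without N04 (adjusted p = 0.0543) and without N04, N05, N06 or N10 (adjusted p up to 0.136). All 3 were also lost with values floored at 32 (Kif20a 0.88, adjusted p = 0.719, Mcm3 1.43, adjusted p = 0.0977, and Ccnb2 1.61, adjusted p = 0.176).
After CCl_4_, Rrm2, which makes building blocks of DNA, and Pcna rose by 1.40 ± 0.40 (adjusted p = 0.0286) and 0.51 ± 0.15 (adjusted p = 0.0385), and the cyclin gene Ccne2 fell by 0.93 ± 0.24 (adjusted p = 0.0205). These were the only calls on the list, and none was called adjusted over the list alone (3 higher and 3 lower at an unadjusted p under 0.05), at a median of 0.10 and a camera adjusted p of 0.606. They were lost without N24, N31 or N32 (adjusted p up to 0.113), without N24, N25, N30, N31 or N32 (adjusted p up to 0.155) and without N24, N26 or N32 (adjusted p up to 0.0869). Cdk1, Ccnb1, E2f2 and Mki67 gave 0.39, 0.048, 0.10 and 0.12, at adjusted p values of 0.249, 0.887, 0.844 and 0.858.
Among kinase genes, Map2k4 and Map2k7, whose products activate JNK, rose after CCl_4_ by 0.88 ± 0.24 (adjusted p = 0.0236) and 0.57 ± 0.15 (adjusted p = 0.0205), and Pik3ca, a catalytic subunit upstream of AKT, by 0.51 ± 0.15 (adjusted p = 0.0395). Mapk11, a p38 kinase gene, fell by 0.66 ± 0.14 (adjusted p = 0.00645). Leaving out 1 array ended the calls of Map2k4 without N24, N25 or N31 (adjusted p up to 0.0994), Map2k7 without N25, N31 or N32 (adjusted p up to 0.0709) and Pik3ca without N24, N25, N26, N30 or N31 (adjusted p up to 0.162). Mapk8 and Mapk9, which encode JNK1 and JNK2, and Akt1 did not pass after CCl_4_ (0.22, 0.23 and 0.37; adjusted p = 0.466, 0.335 and 0.129) or after BDL (-0.46, 0.27 and 0.29; adjusted p = 0.431, 0.456 and 0.449). Mapk12 and Mapk15 likewise gave -0.41 ± 0.23 and 0.57 ± 0.18 after BDL and -0.008 ± 0.24 and -0.60 ± 0.24 after CCl_4_ (adjusted p = 0.520, 0.194, 0.988 and 0.117). Of 22 MAPK, JNK and AKT genes, 3 were higher and 1 lower after CCl_4_ (5 and 1 adjusted over the list alone) and limma called 0 after BDL (3 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), at medians of 0.069 and 0.078 and camera adjusted p values of 0.606 and 0.418. The arrays measure transcripts, not phosphorylation.

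**Figure D2:**
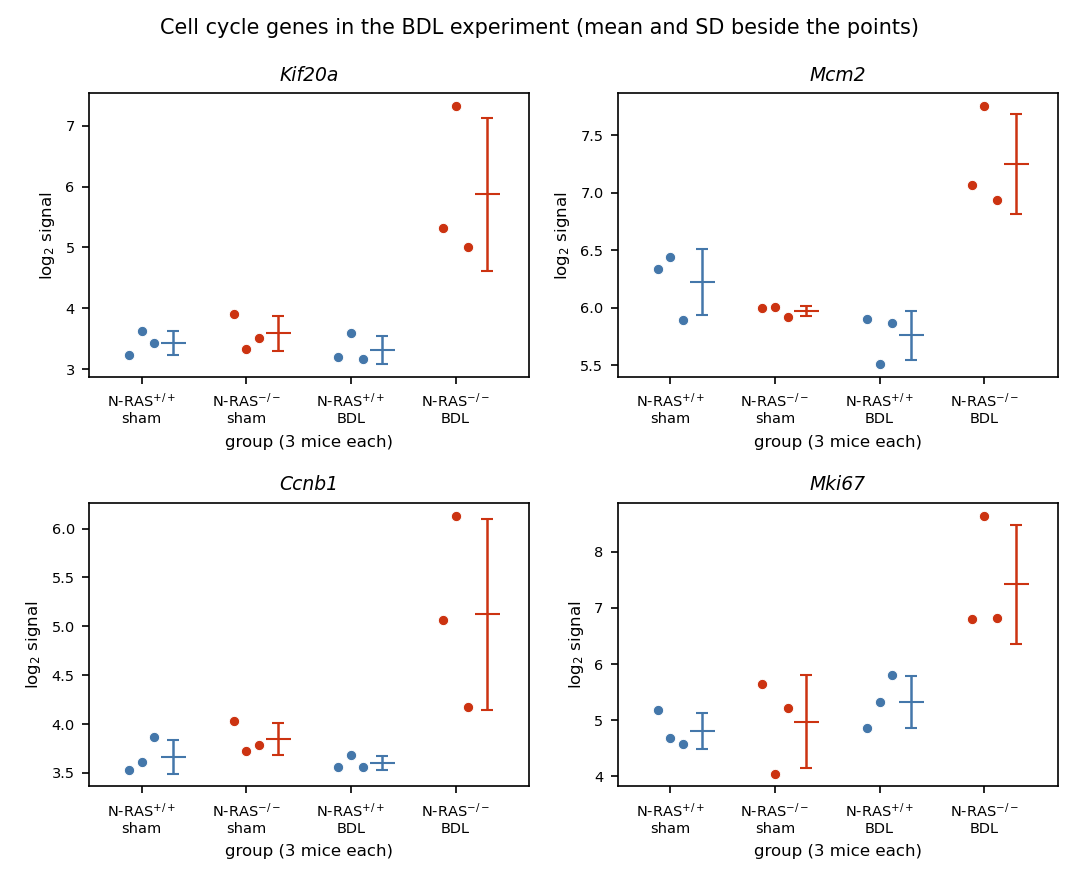
Log2 signals of Kif20a, Mcm2, Ccnb1 and Mki67 in each liver of the BDL experiment, by group (points, 3 mice each), with the mean and SD beside them. For Mcm2 the mean was 5.76 in N-RAS+/+ and 7.25 in N-RAS-/- livers after BDL.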

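Activated stellate cells make scar matrix and express contractile genes. Of these, Acta2 and Tagln rose in N-RAS-/- livers after CCl_4_ by 1.26 ± 0.37 (adjusted p = 0.0348) and 1.15 ± 0.31 (adjusted p = 0.0210), as did the growth factor receptor gene Pdgfrb, 0.92 ± 0.20 (adjusted p = 0.00763), and Ccn2, 0.94 ± 0.29 (adjusted p = 0.0404), which was chosen after its values were seen. Ngfr, a receptor of stellate cells, fell by 0.93 ± 0.15 (adjusted p = 8.97e-04). The calls of Acta2, Tagln and Ccn2 were lost without N24, N25 or N31 (adjusted p up to 0.141), without N24 or N31 (adjusted p up to 0.0884) and without N24, N26, N30 or N31 (adjusted p up to 0.152). With values floored at 32 all 3 were lost (adjusted p = 0.143, 0.0967 and 0.139), and Acta2 and Ccn2 also with quantile normalization (0.0651 and 0.0730) and with a trended and robust fit (0.0755 and 0.0546). Of 19 stellate cell and myofibroblast genes, 4 were higher and 1 lower, the same numbers as adjusted over the list alone, at a median of 0.058 and a camera adjusted p of 0.587. After BDL, limma called 0 of them (4 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone). Camera gave a rise at a median of 0.29 (adjusted p = 0.00481), lost at an adjusted p = 0.509 with an estimated correlation, with fry (0.312) and without the BDL array N12 (0.391). Genes of liver endothelium rose after CCl_4_ for Eng, Kdr and the scavenger receptor Stab2, by 1.00 ± 0.16 (adjusted p = 8.97e-04), 0.75 ± 0.19 (adjusted p = 0.0186) and 0.68 ± 0.17 (adjusted p = 0.0169). The calls of Kdr and Stab2 were each lost without N24, N25, N30 or N31 (adjusted p up to 0.0802). Of 14 endothelial genes these were the calls, as adjusted over the list alone, at a median of 0.32. Camera's adjusted p of 0.00713 was lost at an adjusted p = 0.956 with an estimated correlation and with fry (0.220). After BDL the median was 0.52 (camera adjusted p = 0.00169, lost at an adjusted p = 0.566 with an estimated correlation), and limma called 0 of them over all genes (3 higher at an unadjusted p under 0.05) and 2 higher adjusted over the list alone. Over all 21144 genes, 3020 differed between genotypes after CCl_4_, 1844 higher and 1176 lower in N-RAS-/- livers, and 149 after BDL, 111 higher and 38 lower. The BDL number was 77 without N04, 73 without N06, 97 without N10 and 69 without N11, and the CCl_4_ number was 1866 without N25. The genotype effect differed between CCl_4_ and oil for 499 genes, and limma called 0 for BDL and sham (1414 at an unadjusted p under 0.05). The 499 fell to 263 without N25, 274 without N22, 293 without N29, 302 without N23 and 329 without N27. From its array data, the paper proposes that N-RAS-/- livers lose homeostasis and that their cells divide and deposit matrix more than in N-RAS+/+ mice.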

**Fig. 4:**
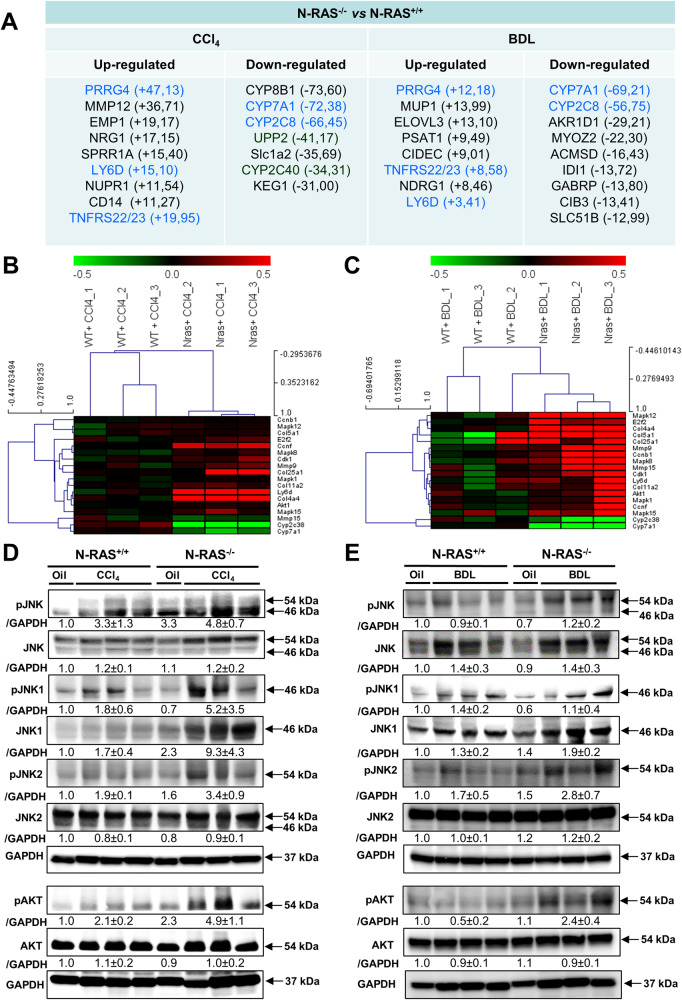
N-RAS deficiency alters the profile of gene expression induced by experimental liver injury and causes overactivation of the JNK and AKT pathways. **A** Ingenuity Pathway Analysis (IPA) was performed in N-RAS^+/+^ and N-RAS^−/−^ livers, 28 days both after CCl_4_ (left column) and BDL (right column). In blue color, common genes in both models are highlighted. Gene array analysis was performed in N-RAS^+/+^ and N-RAS^−/−^ livers, 28 days after CCl_4_ (**B**) or BDL (**C**). Correlation of the fold induction of genes in hepatocytes and liver is shown. Log2 expression values of the individual mice were divided by the mean of the sham-operated mice. Log ratios were saved in a .txt file and analyzed with the Multiple Experiment Viewer. Top up- and downregulated genes are shown (red: upregulated; green: downregulated, *n* = 3 for each model of liver fibrosis, 2.0 < FC > −2.0). **D**, **E** Immunoblotting for pJNK, JNK, pJNK1, JNK1, pJNK2, JNK2, pAKT, and AKT) was performed in liver extracts of N-RAS^+/+^ and N-RAS^−/−^ livers, 28 days after CCl_4_ (**D**) and BDL (**E**), respectively. GAPDH was used as loading control.

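Genes that changed the same way in N-RAS-/- livers after both injuries included Abca3, a lipid transporter, and Prelid2, of a family of lipid transfer proteins of mitochondria, which rose after CCl_4_ by 1.40 ± 0.18 (adjusted p = 2.50e-04) and 3.56 ± 0.21 (adjusted p = 2.39e-07) and after BDL by 2.11 ± 0.22 (adjusted p = 5.16e-04) and 2.46 ± 0.30 (adjusted p = 0.00150). Inmt, a methyltransferase, and Amdhd1, an enzyme of histidine breakdown, fell, with differences of -2.71 ± 0.30 (adjusted p = 6.64e-05) and -2.67 ± 0.23 (adjusted p = 6.88e-06) after CCl_4_ and of -1.73 ± 0.37 (adjusted p = 0.0490) and -0.97 ± 0.17 (adjusted p = 0.0182) after BDL. Gatm, which makes the precursor of creatine, rose by 1.04 ± 0.27 (adjusted p = 0.0201) and 2.05 ± 0.23 (adjusted p = 7.14e-04). The calls of Inmt and Amdhd1 after BDL and of Gatm after CCl_4_ were lost without N04, N05, N06, N11 or N12 (adjusted p up to 0.227), without N04, N05 or N11 (adjusted p up to 0.100) and without N24, N25, N30 or N31 (adjusted p up to 0.0841). All of these calls were also lost with values floored at 32, and those of Inmt and Gatm with the clock index as a term. The Inmt call was lost with median centring, a trended and robust fit, array weights or Y-linked signal as a term too. The genes higher after CCl_4_ and those higher after BDL had 46 in common, against 9.68 expected (one-sided Fisher's exact test, p = 1.49e-20). Among those lower, 23 were shared, against 2.11 expected (same exact test, p = 7.78e-20). The test takes genes as independent, which they are not. Among the shared higher genes, Gm14419 and Gm2004 had the same differences, as did Gm10592 and Gm21968. Others are correlated neighbours, such as Gm14308 and Gm2026 (0.935). Some signals are thus counted more than once, and the p values overstate the evidence. The comparisons have no array in common. With 1 array left out, the shared numbers ranged from 26 (without N-RAS+/+ BDL N04) to 44 among the higher genes and from 14 (without N-RAS+/+ BDL N06) to 23 among the lower. Of the 69 genes shared in direction, 47 were also called the same way between genotypes in oil or sham livers, among them Abca3 and Prelid2. The other 22 were called in neither, among them Inmt, Amdhd1, Gatm and Fbn1. A further 5 genes were called in opposite directions: Akr1c18 and Hao1 fell after CCl_4_ by 1.46 ± 0.25 and 0.81 ± 0.20 and rose after BDL by 2.73 ± 0.51 and 1.52 ± 0.30, and Pyroxd2, Kbtbd7 and Vmn2r29 gave -0.81, 0.73 and 1.03 after CCl_4_ and 1.12, -0.66 and -0.92 after BDL. Hao1, Pyroxd2, Kbtbd7 and Vmn2r29 were chosen after their values were seen. After CCl_4_ the calls were lost for Hao1 without N24 or N30 (adjusted p up to 0.0651) and Kbtbd7 without N25, N26, N30 or N32 (adjusted p up to 0.141), and after BDL for Hao1 without N04, N06, N10 or N11 (adjusted p up to 0.166), Kbtbd7 without N04, N06, N10 or N11 (adjusted p up to 0.0881), Pyroxd2 without N04, N06 or N10 (adjusted p up to 0.0637) and Vmn2r29 without N05, N06, N11 or N12 (adjusted p up to 0.133). The BDL call of Akr1c18 was lost without N04, N05 or N06 (adjusted p up to 0.0914). With values floored at 32 the BDL calls of Akr1c18 (1.61, adjusted p = 0.382), Hao1 (1.52, adjusted p = 0.176), Pyroxd2 (1.12, adjusted p = 0.0831) and Vmn2r29 (-0.92, adjusted p = 0.0891) and the CCl_4_ call of Kbtbd7 (0.73, adjusted p = 0.0938) were lost.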

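With a fold change of at least 2 in addition to the adjusted p, 708 genes were called after CCl_4_, 418 higher and 290 lower in N-RAS-/- livers, and 96 after BDL, 69 higher and 27 lower. Among genes whose arrays did not overlap between genotypes, the 10 largest rises after CCl_4_ included those of the ion channel gene Asic5, 3.74 ± 0.46 (adjusted p = 1.55e-04), Fam107a, 2.89 ± 0.44 (adjusted p = 7.66e-04), Tsku, 2.85 ± 0.40 (adjusted p = 3.74e-04), and the lipid droplet gene Plin4, 2.75 ± 0.35 (adjusted p = 1.73e-04). Chance gives no overlap for 10% of genes with 3 livers against 3. Largest among the falls were those of Gm4788, a complement factor H-related gene, -4.28 ± 0.16 (adjusted p = 1.48e-09), the steroid dehydrogenase gene Hsd3b3, -3.73 ± 0.35 (adjusted p = 1.78e-05), Car3, an abundant carbonic anhydrase of hepatocytes, -3.49 ± 0.21 (adjusted p = 2.49e-07), and the organic anion transporter Slco1a1, -3.23 ± 0.42 (adjusted p = 2.40e-04). Slco1a1 carries bile acids and is male-biased. After BDL, Dab1, an adaptor protein gene, rose most, 3.13 ± 0.27 (adjusted p = 9.84e-05), followed by Akr1c18, a steroid dehydrogenase gene. Calml4, 2.47 ± 0.19 (adjusted p = 3.14e-05), and Wdr72, 2.16 ± 0.15 (adjusted p = 1.74e-05), were also among the 10 largest rises. The cytokinesis gene Racgap1 and Prom1, a marker of bile duct progenitors, rose by 2.04 ± 0.39 (adjusted p = 0.0331) and 1.98 ± 0.31 (adjusted p = 0.00864). Falls were largest for Gm4788, -4.01 ± 0.18 (adjusted p = 7.00e-08), Cyp4a14, and Ildr2, -3.35 ± 0.43 (adjusted p = 0.00217). Nras itself, Ifi213 and Aspdh were also among the 10 largest falls, with Ifi213 at -2.12 ± 0.26 (adjusted p = 0.00144) and Aspdh at -1.74 ± 0.20 (adjusted p = 8.89e-04). Dab1 rose after CCl_4_ too, 2.49 ± 0.24 (adjusted p = 2.22e-05), and was higher in oil livers, 1.21 ± 0.24 (adjusted p = 0.0299). Gm4788, Ildr2, Ifi213, Aspdh, Wdr72 and Nras were called the same way in oil and sham livers as well. For Gm4788 the differences there were -4.30 and -4.20. Cyp4a14 was also lower in sham livers. These differences were thus present without injury. The Racgap1 and Prom1 calls were lost without N04, N05 or N06 (adjusted p up to 0.108) and without N06 (adjusted p = 0.0503). With values floored at 32 the calls of Akr1c18 (1.61, adjusted p = 0.382), Racgap1 (0.93, adjusted p = 0.619), Ifi213 (-1.15, adjusted p = 0.181), Cyp4a14 and Ildr2 after BDL were lost. A trended and robust fit also ended those of Akr1c18, Racgap1 and Cyp4a14.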

### Overactivation of JNK and AKT is a hallmark of experimental hepatotoxicity in the absence of N-RAS

The best-characterized RAS effectors are protein kinases including MAPK and PI3K [4, 14]. An anti-apoptotic function for N-RAS via downregulation of JNK was previously reported, whilst additional pro-survival function for N-RAS is exerted via the PI3K/AKT pathway [15, 16]. Therefore, we first studied JNK activation by immunoblotting after experimental liver injury (Fig. 4D, E). Phosphorylation of JNK (pJNK), an indicator of their activation, was increased in livers of N-RAS^−/−^ compared to N-RAS^+/+^ mice, after either CCl_4_ treatment or BDL surgery. Specifically, JNK1 and JNK2 overactivation was characteristic of livers from N-RAS^−/−^ mice compared to those from N-RAS^+/+^ counterparts, in both models of experimental hepatotoxicity.

As mentioned earlier, PI3K/AKT is another RAS effector, which plays an important role in RAS-mediated cell survival [14]. After chronic CCl_4_ or BDL challenge, augmented levels of phosphorylated AKT (pAKT) was detected in liver extracts of N-RAS^−/−^ compared with N-RAS^+/+^ mice, where only mild activation of AKT was observed (Fig. 4D, E). Altogether, these results indicate that hyperactivation of JNK1/2 and AKT pathways occur in the absence of N-RAS during experimental liver injury and fibrosis.

### Impact of N-RAS deficiency in acute liver injury in mice and in hepatocytic cells in vitro

To further understand the role of N-RAS in liver injury and cell death, we subsequently performed an in vivo model of acute liver injury (ALI), which consisted in mice receiving an acute treatment with CCl_4_ for 48 h. Compared to N-RAS^+/+^ counterparts, N-RAS^−/−^ livers exhibited increased biliary foci and necrosis, enhanced inflammation, elevation of serum markers of liver injury (ALT), and augmented compensatory proliferation of regenerating hepatocytes, in absence of differences in cell death measured by TUNEL between N-RAS^−/−^ and N-RAS^+/+^ mice, treated with CCl_4_ for 48 h (Fig. 5A–D, Suppl. Figure 9A–C). This set of data indicated that N-RAS deficiency not only aggravated chronic but also the acute liver injury induced by CCl_4_.

**Fig. 5:**
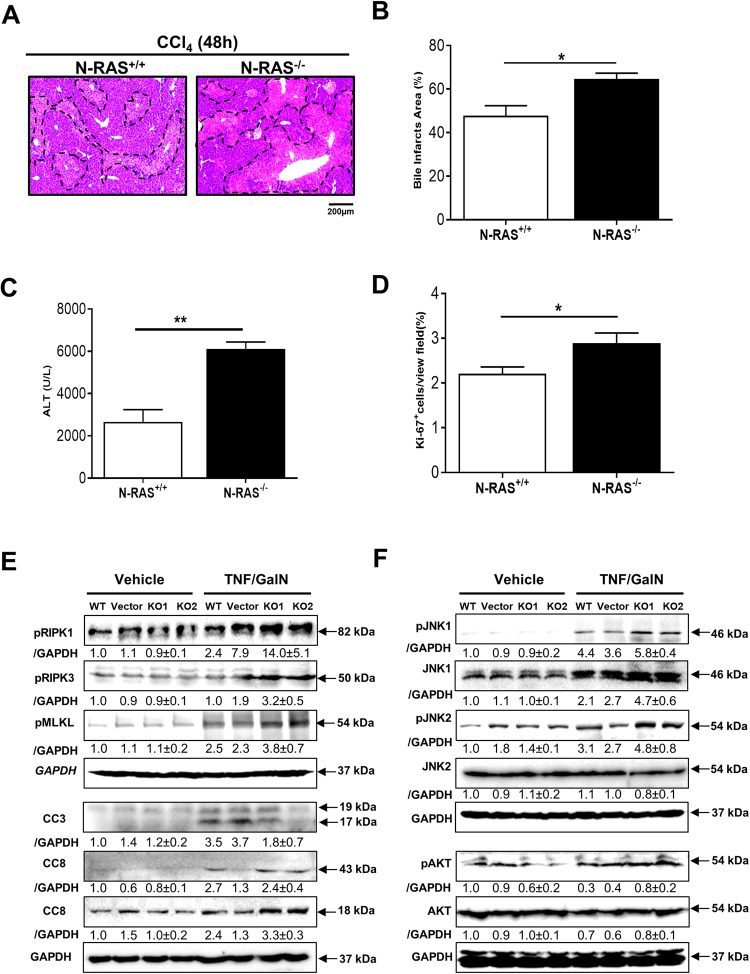
Impact of N-RAS deficiency in acute liver injury in mice and in hepatocytic cells in vitro. **A**, **B** Representative H&E staining of liver sections (**A**) and quantification of necrotic foci (**B**) area from N-RAS^+/+^ and N-RAS^−/−^ mice, after 48 h acute CCl_4_. Dotted areas denote necrotic foci. **C** Serum levels of ALT were determined in the same samples. **D** Immunofluorescence against Ki-67 was performed in N-RAS^+/+^ and N-RAS^−/−^ mice, after 48 h CCl_4_ and positive cell quantification was calculated and graphed. **E** HepG2 cells were knocked-out for N-RAS using CRISPR/Cas9 and treated with TNF/GalN or vehicle for 48 h. Protein expression was studied in cell lysates of untreated (WT), vector or knocked-out cells (KD1, KD2) by Western Blot using antibodies against pRIK1/3, pMLKL, CC3, and CC8. GAPDH was used as a housekeeping protein control. **F** Immunoblotting for pJNK1, JNK1, pJNK2, JNK2, pAKT, and AKT was performed with the same cell lysates. GAPDH was also used as loading control. Values are represent mean ± SEM from 4 mice per group (*p < 0.05).

When N-RAS expression was analyzed in isolated liver parenchymal and non-parenchymal cells (Suppl. Figure 10A), the highest expression was observed in hepatocytes, and, to a lesser extent in Kupffer cells. Thus, to gain further insight into the role of N-RAS in hepatocyte death, we knocked-out N-RAS in HepG2 cells, a human hepatocyte-derived cell line. The efficiency of N-RAS knockout was tested by Western blot, with N-RAS^KO^ cells showing markedly reduction of N-RAS protein compared with untreated or treated with the vector alone (Suppl. Figure 10B). Because treatment of hepatocytes with TNF/GalN has been shown to induce JNK activation and necrotic cell death [17], we treated N-RAS^KO^ cells and corresponding controls with TNF/GalN for 24 h, and evaluated their effect on cell viability. In general, TNF/GalN-treated N-RAS^KO^ cells showed a tendency towards decreased cell viability compared to controls (Suppl. Figure 10C). In addition, upon TNF/GalN treatment, N-RAS^KO^ cells showed augmented phosphorylation of RIPK1/3 and MLKL, and increased CC8 but decreased CC3 (Fig. 5E), along with enhanced expression of phosphorylated JNK1/2, and mild increase in AKT (Fig. 5F), similarly to N-RAS^−/−^ mice subjected to experimental liver injury. Altogether, these experiments indicated that N-RAS ablation specifically in hepatocytes enhances the activation of RIPK1/3/MLKL and JNKs associated with induced necroptosis.

### Loss of N-RAS expression in patients with advanced chronic liver disease (ACLD)

To gain insight into the relevance of N-RAS in ACLD, we first analyzed N-RAS protein expression by IHC, in affected and unaffected (healthy) areas of liver explants from patients with NAFLD/NASH (Suppl. Table 1, cohort#1). In contrast to normal liver sections where N-RAS expression was clearly distributed within the hepatocyte cytoplasm, loss of N-RAS was characteristic of patients with histologically diagnosed steatosis and inflammation, and high NAS score (Fig. 6A, Suppl. Figure 11A, B). Next, N-RAS mRNA expression was analyzed, and the results validated the IHC analyses. Significant loss of N-RAS, but not of other RAS genes such as K-RAS, was a hallmark in livers of patients with steatosis and inflammation, compared with healthy tissue (Fig. 6B, Suppl. Figure 11C). To confirm these data, we checked N-RAS counts on gene arrays of other cohorts of patients. Significantly decreased mRNA expression of N-RAS was observed in patients with early chronic liver disease (eCLD) with F2/F3 fibrosis score (Fig. 6C, cohort#2 [18]), compensated cirrhosis (CC), and with ACLD (cohort#3 [19]) (Fig. 6D).

**Fig. 6:**
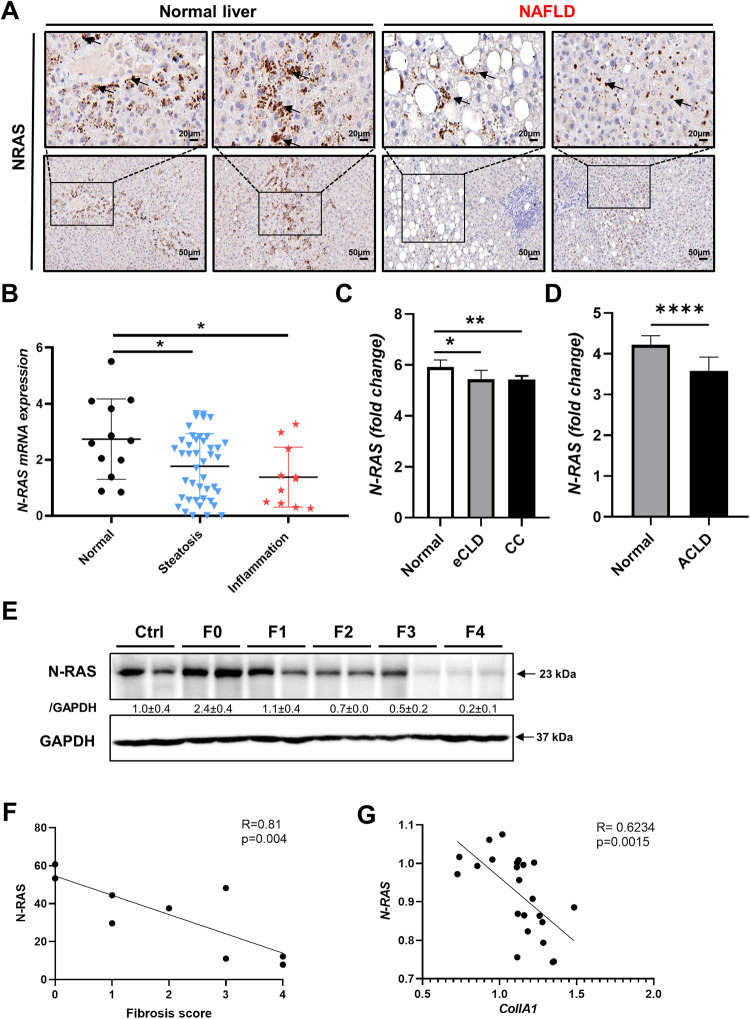
Loss of N-RAS expression in patients with advanced chronic liver disease (ACLD). **A** Immunostaining for N-RAS was tested in paraffin sections of patients with diagnosis of unaffected “normal” liver (left panel) or advanced chronic liver disease ACLD (NAFLD) with presence of steatosis and inflammation (right panel). Microphotographs were taken at 20 (top panel) and 50 µm (bottom panel), respectively. **B** mRNA expression of N-RAS was assessed in patients diagnosed with unaffected liver, steatosis, or inflammation (cohort#1). **C** N-RAS gene counts in healthy patients and in patients with early chronic liver disease (eCLD), compensated cirrhosis (CC) was calculated and normalized to the healthy group, and graphed (cohort#2). **D** N-RAS gene counts in control patients and in patients with ACLD was calculated and graphed (cohort#3). **E** Immunoblot for N-RAS was performed in fine needle liver biopsies of patients with fibrosis (Vall d’Hebron cohort). GAPDH was used as the loading control. **F** Spearmen correlation of mean N-RAS with the fibrosis score. **G** Spearmen correlation of N-RAS with collagen IA1 deposition. Values represent mean ± SEM (*p < 0.5–****p < 0.0001).

Steatosis and inflammation are closely related to the development of fibrosis. Thus, we next evaluated protein levels of N-RAS in patients diagnosed with fibrosis (Suppl. Table 2, cohort#4). Interestingly, we observed progressive loss of N-RAS expression in late fibrotic stages F3-F4 (Fig. 6E). In fact, the levels of N-RAS negatively correlated with the fibrosis score, Collagen IA1 levels and with the FIB-4 score (Fig. 6F, G, Suppl. Figure 11D). Collectively, these data indicates that loss of N-RAS expression is a hallmark of the progression of chronic liver disease.

## Discussion

RAS proteins share a high degree of homology and are ubiquitously expressed. Despite this, increasing evidence indicates the existence of both shared and specific functions for each Ras isoform.

Previous data indicating a role for the N-RAS isoform in fibrogenesis [7], particularly in kidney fibrosis [8], prompted us to investigate the potential role of N-RAS in chronic liver disease, including fibrogenesis. For this purpose, we used a widely accepted model of ACLD, the toxic model CCl_4_ administration, which leads to hepatotoxic damage, inflammation, and fibrosis [11]. CCl_4_ administration in wild-type mice results in histopathological features of NASH with increased serum ALT and liver hydroxyproline. Therefore, it is a useful preclinical tool for modeling aspects of NASH [20] lacking metabolic alterations that typically accompany NAFLD/NASH etiology in humans. As a second hepatotoxic model we used BDL, which leads to accumulation of the bile in the liver, causing hepatic injury, inflammation and, ultimately, fibrosis [11].

Interestingly, N-RAS deficiency in both the CCl_4_ and BDL models of chronic liver disease resulted in exacerbated liver injury, as indicated by increased periportal necrotic foci, increased levels of serum markers of liver damage, accumulation of lipid peroxides, hepatocyte death and compensatory proliferation. Aggravated liver injury was accompanied by augmented fiber deposition, bridging fibrosis, collagen IA1 and ECM deposition, which suggest enhanced activation of HSCs; along with increased infiltration of immune cells in the damaged liver. Taken together, these data suggest that N-RAS signaling may act as a negative regulator of induction and progression of liver injury and fibrosis.

Interestingly, the analysis of the gene array revealed that N-RAS expression increased in wild-type mice subjected to chronic hepatotoxic damage, suggesting that N-RAS may be a signaling component of the ensuing repair response to liver damage; with this role being relevant at early stages of hepatic injury, as suggested by the exacerbated liver damage and fibrosis observed also in N-RAS^*−/−*^ mice in the acute CCl_4_-induced model of liver injury. Moreover, downregulation of genes that function to maintain hepatocyte homeostasis alongside with upregulation of genes related with immune infiltration and ECM deposition, and activation of JNK signaling was characteristic of N-RAS-deficient mice, after CCl_4_ or BDL. Collectively, these results suggest that N-RAS may protect the hepatocyte from induced injury and death, thus preventing overt inflammation and fibrosis to occur.

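Nras encodes the small GTPase N-RAS. In N-RAS+/+ livers its log2 signal was 6.38 ± 0.50 (SD, n = 3) after oil and 7.67 ± 0.31 (SD, n = 3) after CCl_4_, a rise of 1.30 ± 0.23 (adjusted p = 0.00129). It was 6.37 ± 0.20 after sham surgery and 6.93 ± 0.47 after BDL, a difference of 0.56 ± 0.23 (adjusted p = 0.182) that did not pass the test. In N-RAS-/- livers the signal did not pass for CCl_4_, 0.29 ± 0.23 (adjusted p = 0.410), or for BDL, -0.15 ± 0.23 (adjusted p = 0.752). Between genotypes Nras fell by 2.27 ± 0.23 after CCl_4_ (adjusted p = 2.84e-05) and 2.16 ± 0.23 after BDL (adjusted p = 5.74e-04), and in oil and sham livers the difference was -1.26 ± 0.23 (adjusted p = 0.0149) and -1.44 ± 0.23 (adjusted p = 0.0140). The genotype effects of CCl_4_ and oil did not differ by the test of the difference, -1.01 ± 0.32 (adjusted p = 0.116). Other Ras genes moved with injury in N-RAS+/+ livers. Mras and Rras2 rose after CCl_4_ by 1.17 ± 0.20 (adjusted p = 0.00110) and 1.12 ± 0.19 (adjusted p = 9.23e-04), whereas Hras did not pass, 0.092 ± 0.19 (adjusted p = 0.823). After BDL, Rras rose by 1.15 ± 0.14 (adjusted p = 1.91e-04) relative to sham livers, of which N01 and N03 had low Y-linked signal. Between genotypes, Hras was higher in N-RAS-/- livers after CCl_4_, 0.66 ± 0.19 (adjusted p = 0.0303), a call lost without N25, N26, N30 or N32 (adjusted p up to 0.125). Hras and Nras were the calls among the 6 Ras genes after CCl_4_, and Nras was the call after BDL, in number the same as adjusted over the list alone. Their medians were 0.17 and -0.051 and camera's adjusted p values 0.882 and 0.147.

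**Figure D3:**
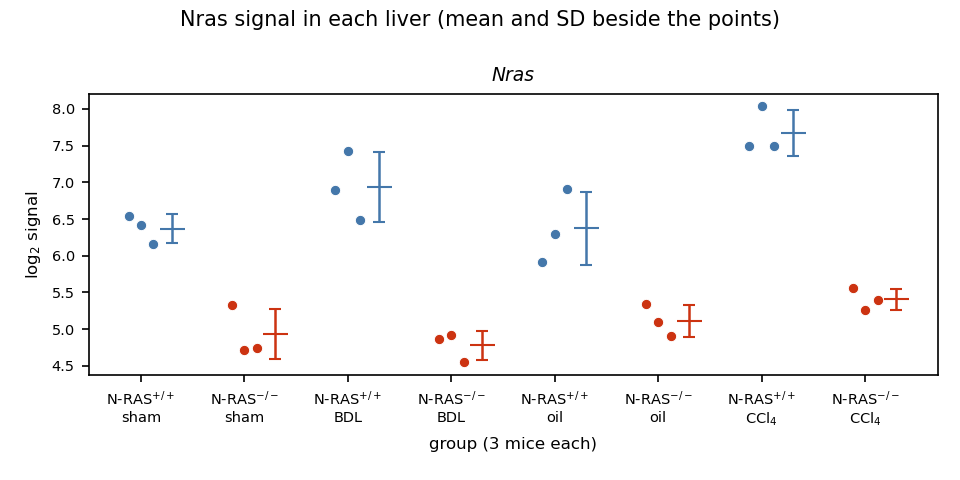
Log2 signal of Nras in each liver, by group (points, 3 mice each), with the mean and SD beside them. The N-RAS+/+ livers after CCl_4_ lie highest, at 7.67 ± 0.31, and the N-RAS-/- livers lie below every N-RAS+/+ liver.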

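Markers of immune cells moved in both directions. The scavenger receptor gene Cd163 of resident macrophages rose in N-RAS-/- livers after CCl_4_, 0.76 ± 0.24 (adjusted p = 0.0479), and after BDL, 1.33 ± 0.27 (adjusted p = 0.0445), and was also higher in oil livers, 1.40 ± 0.24 (adjusted p = 0.0122). Cd68, a lysosomal macrophage marker, rose after CCl_4_, 1.05 ± 0.24 (adjusted p = 0.00943), and the complement gene C1qb after BDL, 0.73 ± 0.14 (adjusted p = 0.0319). The T cell gene Cd3e rose after CCl_4_, 2.00 ± 0.26 (adjusted p = 2.32e-04), whereas the killer cell protease Gzma, the neutrophil gene S100a9 and the B cell gene Fcrla fell, -0.81 ± 0.25 (adjusted p = 0.0406), -1.41 ± 0.29 (adjusted p = 0.00507) and -0.49 ± 0.15 (adjusted p = 0.0372). With values floored at 32 the falls of Gzma and Fcrla, whose signals lay under that floor in whole or in part, were lost (Gzma -0.097, adjusted p = 0.887, and Fcrla 0.000, adjusted p = 1). The pan-leukocyte gene Ptprc did not pass after CCl_4_, -0.30 ± 0.17 (adjusted p = 0.271), or BDL, 0.40 ± 0.14 (adjusted p = 0.271), nor did Itgam (-0.019 ± 0.36 and 0.038 ± 0.16) or Adgre1 (-0.15 ± 0.23 and 0.25 ± 0.17). The Cd163 calls after CCl_4_ and BDL were lost without N24, N25, N30, N31 or N32 (adjusted p up to 0.187) and without N04, N05, N06, N11 or N12 (adjusted p up to 0.201), those of C1qb, Gzma and Fcrla without N04, N06, N10, N11 or N12 (adjusted p up to 0.151), without N24, N25, N26, N30, N31 or N32 (adjusted p up to 0.16) and without N24, N25, N26, N31 or N32 (adjusted p up to 0.119). Of 21 macrophage genes, limma called Cd68 and Cd163 after CCl_4_ (1 adjusted over the list alone; median -0.019, camera adjusted p = 0.882) and C1qb, Cd163 and Mmp12 after BDL (11 higher and 0 lower adjusted over the list alone). The BDL list rose at a median of 0.53 (camera adjusted p = 3.97e-09), lost at an adjusted p = 0.379 with an estimated correlation and with fry (0.0739). Among T and NK cell, B cell and neutrophil genes (15, 10 and 12), Cd3e, Gzma, Fcrla and S100a9 were the calls after CCl_4_, the same numbers as adjusted over each list alone, at medians of -0.070, -0.056 and -0.13 and camera adjusted p values of 0.625, 0.606 and 0.606. In these lists limma called 0 genes after BDL (unadjusted p under 0.05: 1 higher and 3 lower, 1 and 0, and 4 and 0; adjusted over the list alone: 1 and 3, 1 and 0, and 2 and 0), at medians of -0.067, 0.18 and 0.48 and camera adjusted p values of 0.507, 0.147 and 0.00496. The neutrophil call was lost at an adjusted p = 0.442 with an estimated correlation and with fry (0.155).
Several targets of JNK and ERK signaling were lower in N-RAS-/- livers after CCl_4_. Ier3 and the phosphatase genes Dusp5 and Dusp4, whose products switch MAPKs off, fell, with differences of -2.40 ± 0.22 (adjusted p = 1.77e-05), -1.88 ± 0.26 (adjusted p = 3.46e-04) and -1.77 ± 0.34 (adjusted p = 0.00358), and the AP-1 family genes Fosl1 and Atf3 fell too, with -1.34 ± 0.21 (adjusted p = 8.97e-04) and -1.25 ± 0.27 (adjusted p = 0.00612). In N-RAS+/+ livers Atf3 had risen after CCl_4_ by 4.25 ± 0.27 (adjusted p = 1.36e-07) and Ier3 by 4.16 ± 0.22 (adjusted p = 6.41e-08). Of 19 AP-1 and ERK target genes, 11 were lower and 0 higher by limma (13 and 0 at an unadjusted p under 0.05, 13 and 0 adjusted over the list alone), at a median of -0.79. Camera's adjusted p was 1.44e-08, lost at an adjusted p = 0.213 with an estimated correlation, and fry's 0.00470. In the BDL comparison limma called 0 of them, 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, at a median of -0.069 (camera adjusted p = 0.620). Genes of necroptosis and apoptosis were split after CCl_4_. The adaptor gene Fadd, Bak1 and the necroptosis effector gene Mlkl rose by 0.87 ± 0.15 (adjusted p = 0.00173), 0.64 ± 0.14 (adjusted p = 0.00621) and 0.49 ± 0.15 (adjusted p = 0.0378), and the death receptor gene Fas fell, with a difference of -1.05 ± 0.23 (adjusted p = 0.00833). The Mlkl call was lost without N24, N25, N26, N30 or N32 (adjusted p up to 0.130). Ripk3 did not pass, 0.24 ± 0.29 (adjusted p = 0.639) and 0.51 ± 0.25 (adjusted p = 0.445) after BDL, nor did Casp8, 0.40 ± 0.22 (adjusted p = 0.243) and 0.37 ± 0.15 (adjusted p = 0.353). Of 25 such genes, 4 were higher and 2 lower (6 and 3 adjusted over the list alone; the fourth higher gene, Birc2, was chosen after its values were seen), at a median of 0.11 (camera adjusted p = 0.606). For BDL, limma called 0 (8 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), at a median of 0.20, and camera gave 0.0226, lost at an adjusted p = 0.452 with an estimated correlation and with fry (0.152).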

Apoptosis and programed necrosis/necroptosis are the major types of cell death in liver disease, with Caspase-8 representing a central switch that directs cell death towards apoptosis or necroptosis [13]. In fact, our data indicate that majorly CC3 (apoptosis) and, to a lesser extent, RIPK1/3/MLKL (necroptosis) contribute to cell death after both CCl_4_ and BDL in wild-type mice. In contrast, N-RAS-deficient mice subjected to hepatotoxic insult display less CC3 but more CC8, compared to wild-type counterparts. Moreover, the mode of cell death in response to the injury seems to be switched from apoptosis to necroptosis in N-RAS^*−/−*^ mice, which displayed a significant activation of RIPK1/3 and the pseudo-kinase MLKL. Thus, it is tempting to speculate that increased hepatocyte necroptosis associated to the N-RAS deficiency might ultimately lead to exacerbated hepatic inflammation and fibrosis, although controversial results have been obtained up-to-date with necroptosis inhibitors in preclinical models of inflammation/fibrosis [21].

Active RAS leads in turn to activation of MAPKs. MAPKs are important intracellular signal transduction systems and participate in a series of physiological and pathological processes, including cell growth, differentiation, and apoptosis [22]. One of the most prominent members of MAPK family is the c-Jun-N-terminal kinases (JNK). Our results show that N-RAS deficiency was associated with JNK overactivation upon hepatocyte injury, both in vivo (N-RAS^*−/−*^ mice) and in vitro (N-RAS-deficient HepG2 cells). In line with this, the function of N-RAS preventing cell death by attenuating JNK levels was reported [15], and JNK activation induced by UV was observed in cells where N-RAS was knocked-down [16]. Moreover, HNE, an aldehydic end product of lipid peroxidation, was reported to directly interact with JNKs and induce their activation in HSCs [23]. Of note, HNE was increased in CCl_4_-treated N-RAS^*−/−*^ mice compared to wild-type counterparts, suggesting an additional link between N-RAS and JNK activation via HNE. Collectively, these findings support the notion that N-RAS deficiency exacerbates induced liver damage partly by overactivation of the JNK signaling pathway.

A cell survival function for N-RAS through the PI3K/AKT pathway has also been described [15]. In contrast, we observed increased activation of AKT in the liver of N-RAS^*−/−*^ mice subjected to hepatic injury, but only a very mild activation in human HepG2 cells upon N-RAS ablation. Conflicting results have been obtained in N-RAS knockout cells and with inhibitors of AKT signaling. On the one hand, phosphorylation of AKT at T306, was clearly deregulated in the absence of N-RAS, while ERK activation was barely affected [15]. Moreover, selective effector-binding domain mutants of N-RAS showed that N-RAS promotes cell survival independently of AKT. In fact, AKT activation is observable in N-RAS-deficient fibroblasts [24]. Overall, these data support the notion that, while JNK overactivation in N-RAS deficiency might trigger cell death, AKT activation might be related to the increase in ECM synthesis [24, 25].

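Hepatocytes clear ammonia, make glucose and break down amino acids. After CCl_4_, Otc of the urea cycle fell in N-RAS-/- livers, with a difference of -1.14 ± 0.15 (adjusted p = 2.51e-04). G6pc and Pck1 of glucose production fell, with -1.32 ± 0.29 (adjusted p = 0.00734) and -1.07 ± 0.34 (adjusted p = 0.0465), as did Hpd and Fah of tyrosine breakdown, with -0.57 ± 0.15 (adjusted p = 0.0218) and -0.50 ± 0.13 (adjusted p = 0.0164). Arg1 of the urea cycle rose by 0.46 ± 0.14 (adjusted p = 0.0482). Leaving out 1 array ended the calls of Pck1 without N24, N25, N31 or N32 (adjusted p up to 0.178), Hpd without N24, N25, N26 or N30 (adjusted p up to 0.0880), Fah without N30 (adjusted p = 0.0575) and Arg1 without N24, N25, N26, N30, N31 or N32 (adjusted p up to 0.155). Of 24 hepatocyte identity genes, 1 was higher and 6 were lower, the same numbers as adjusted over the list alone, at a median of -0.052, and camera did not call the list (adjusted p = 0.286). After BDL, limma called 0 (0 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), at a median of -0.041 (camera adjusted p = 0.418). Hepatocytes near the central vein and near the portal tract do different work. Of 9 pericentral genes, Cyp1a2, the glutamate transporter Slc1a2 and Gulo of vitamin C synthesis fell after CCl_4_, with differences of -0.93 ± 0.22 (adjusted p = 0.0113), -1.57 ± 0.35 (adjusted p = 0.00810) and -1.22 ± 0.19 (adjusted p = 7.87e-04). These were the calls, as adjusted over the list alone, at a median of -0.14 (camera adjusted p = 0.444). Of 9 periportal genes, the glutaminase gene Gls2 fell by 0.76 ± 0.17 (adjusted p = 0.00926), along with Pck1 and G6pc, and 4 were lower adjusted over the list alone. The median was -0.46 and camera's adjusted p 0.0171, lost at an adjusted p = 0.578 with an estimated correlation and with fry (0.0746). Of either zone, limma called 0 after BDL (unadjusted p under 0.05: 1 higher and 2 lower pericentral, 1 and 1 periportal; adjusted over the list alone: 1 pericentral higher and 0 periportal), at medians of -0.025 and -0.073 and camera adjusted p values of 0.732 and 0.732.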

In the microarray analysis, we observed that N-RAS deficiency alters hepatocyte homeostasis in the injured liver. These results were coincident with the predominant expression of N-RAS in isolated hepatocytes *versus* other hepatic cell types. In addition, HepG2 cells with ablated N-RAS exhibited altered cell death response. It is well-known that hepatocyte death provides signals for the development of liver fibrosis, with convincing evidence showing that hepatocyte death directly activates HSCs [26].

It is well-known that gene upregulation and protein overexpression of N-RAS is a good prognostic marker of clinical HCC [27]. In contrast, a reduction in the mRNA expression and microarray counts of N-RAS was a hallmark of chronic liver disease in the databases analyzed in the present study. N-RAS in liver samples of patients with NASH undoubtedly indicated a progressive loss of this protein during the course of liver fibrosis, which was in line with the exacerbated fibrosis observed in mice deficient for N-RAS upon induced liver damage. Moreover, N-RAS immunostainings revealed strongly decreased N-RAS expression in patients with ACLD, and specifically those with NASH. To any extent, the differences in the clinicopathological characteristics of patients might explain increased N-RAS expression at very late stages, when cancer sets in.

Thus, it is tempting to speculate that modulation of N-RAS signaling in hepatocytes would impact the initiation, development, and resolution of liver injury and fibrosis; and the progression to ACLD. Yet, a role for N-RAS in liver cells other than hepatocytes [28–31] with relevance to chronic liver disease, cannot be presently excluded and deserves further investigation.

In conclusion, our study identifies a novel role for N-RAS as a negative regulator of the development of liver injury and fibrosis, partly by critically protecting the hepatocyte from necroptotic cell death. In addition, our findings regarding the loss of hepatic N-RAS expression in patients with fibrotic liver disease suggest that N-RAS may be an interesting biomarker of progressive liver damage and fibrosis, with prognostic value. Moreover, our study highlights the possibility of specifically targeting N-RAS signaling [32–34] as a novel therapeutic intervention to control the progression and ameliorate the severity of chronic liver disease.

## Materials/subjects and methods

### Experimental models of liver fibrosis

Mice were housed in the Animal Facility at the Faculty of Biology of the Complutense University (UCM). Mice were maintained in a 12:12 h light/dark cycle with free access to food and water. N-RAS^+/+^ and N-RAS^−/−^ mice were bred on a C57BL/6J genetic background as previously described [35]. N-RAS ablation was confirmed at DNA level by PCR analysis of tails from newborn mice (Suppl. Figure 1A).

Chemically-induced liver injury was performed in 8–10-week-old mice by using an i.p. administration of CCl_4_, diluted in corn oil. A single dosage of CCl_4_ (1.2 mg/kg b.w.) was given in order to induce acute liver injury (ALI). In addition, mice were chronically challenged with CCl_4_ (0.6 mg/kg b.w.), two times per week, for a period of 28 days. Corn oil was used as vehicle. All mice were sacrificed 48 h after the last injection.

Bile duct ligation (BDL) was performed to induce cholestatic liver injury as previously described [36]. Briefly, 8–10-week-old male mice were anesthetized with a ketamine combination solution (1% ketamine/0.1% xylazin combination, diluted in 0.9% NaCl) with a dosage of 0.1 mL/10 g b.w. *i.p*. Subsequently, midline laparotomy was performed to expose the common bile duct and two knots were ligated with 6–0 sutures. Sham operation was performed by laparotomy and soft touching the general bile duct of control mice. All mice were sacrificed 28 days after BDL.

### N-RAS ablation in human hepatocytes

HepG2 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) high glucose medium, supplemented with 20% fetal calf serum, 1% penicillin/streptomycin, 2 mM L-glutamine, and 0.1 mM non-essential amino acid. We applied CRISPR/Cas9 genome engineering to knock-out N-RAS in HepG2 cells, as previously described [37]. Briefly, two different sgRNA sequences were designed based on the N-RAS gene sequence. Cells were seeded onto six-well plates with 1 × 10^5^/well. The transfection was performed when the cells reached about 70–80% confluence. 0.5 × 10^6^/well of lentivirus was added to the medium. Antibiotic selection was performed at 72 h after transfection, HepG2 cells were selected using puromycin at a concentration of 0.25 μg/mL. The selected cells were counted and seeded onto 96-well plate, and single-cell colonies were obtained after 2 weeks. The knock-out was confirmed by Western blot.

Combined TNF (30 ng/mL) and D-Galactosamine (GalN, 25 mM) treatment for 24 h was used to induce acute toxicity in Hep-G2, an immortalized cell line of human hepatocytes. HepG2 cell viability was determined by cell counting kit-8 (CCK-8) assay method according to the manufacturer’s protocol. Briefly, 1 × 10^4^ cells were plated in a 96-well plate with 100 μL medium. After TNFα/GalN treatment, 10 μL of CCK-8 solution was added to each well, followed by incubation at 37 °C for 2 h. Absorbance at 450 nm was measured to evaluate cell viability.

### Patient cohorts

This multicentric study was composed of several cohorts. Cohort#1 consisted of 91 consecutive and prospective subjects recruited for a bariatric intervention in the Virgen de la Arrixaca University Hospital (Murcia, Spain) (Supp. Table 1). Inclusion criteria were age range of 18–65 years and obesity of more than 5 years of duration with a body mass index (BMI) ≥ 40 kg/m^2^ or ≥35 kg/m^2^ with significant obesity-related comorbidities. Exclusion criteria were set based on evidence of other causes of liver disease other than NAFLD/NASH, including viral hepatitis, medication-related disorders, autoimmune disease, hemochromatosis, Wilson’s disease, familial/genetic causes, or a previous history of excessive alcohol use (>30 g daily for men and >20 g daily for women) or treatment with any drugs potentially causing steatosis, such as tamoxifen, amiodarone, and valproic acid. Hepatic tissue from histologically non-affected livers (no steatosis, inflammation and/or fibrosis) was used as controls (labeled as “Normal liver” in the figures).

A recently characterized cohort (cohort#2) of 13 patients [18] encompassing the whole spectrum of chronic liver disease (CLD) stages due to any liver etiology ranging from patients with F1/F2/F3 fibrosis, named early-CLD to compensated cirrhosis (CC) was also used.

Cohort#3 consisted of 13 patients with advanced-CLD that underwent liver transplantation and control patients with no suspected CLD, who underwent liver resection due to colorectal carcinoma (CRC) metastasis [19].

Cohort#4 included 93 patients with biopsy-proven NAFLD/NASH samples at different stages of steatohepatitis and fibrosis progression. Percutaneous liver biopsy was indicated and carried out according usual clinical practice for NAFLD/NASH diagnose confirmation and disease staging (Suppl. Table 2). Liver samples from histologically normal livers without signs of steatosis or fibrosis were selected as healthy controls.

### Statistics

All data are shown as mean and error bars are shown as standard error of the mean (SEM). Differences between experimental groups were assessed by two-way ANOVA, followed by Tukey’s multiple comparisons test, t-test Independent samples 2 tails, and Pearson Chi-Square 2 sided. GraphPad Prism software (version 6.01) was employed to perform all statistical analyses.

## Supplementary information

Suppl. Figures and Tables

Suppl. File uncropped WBs

Checklist

## Data Availability

The experimental data sets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. No applicable resources were generated during the current study. Affimetrix microarray data have been deposited with the NCBI Gene Expression Omnibus under accession number GSE236915.

# Supplementary material for: Neuroblastoma RAS viral oncogene homolog (N-RAS) deficiency aggravates liver injury and fibrosis
**Source:** Cell Death Dis. 2023 Aug 10;14(8):514. doi: 10.1038/s41419-023-06029-y
**Supplement:** Supplementary file 2 — Suppl. File uncropped WBs

## Slide 1

Ctrl
F0
F1
F2
F3
F4
20kd
N-Ras
37kd
GAPDH
N-Ras+/+
N-Ras-/-
Oil
CCl4
Oil
CCl4
αSMA
37kd
37kd
GAPDH

## Slide 2

N-Ras-/-
N-Ras+/+
CCl4
 Oil
Oil
CCl4
75kd
pRIPK 1
pRIPK 3
37kd
50kd
pMLKL
37kd
GAPDH
cl. Casp 3
15kd
37kd
cl. Casp 8
15kd
cl. Casp 8
GAPDH
37kd
N-Ras-/-
N-Ras+/+
 Oil
Oil
CCl4
CCl4
PCNA
37kd
1.0 2.0 ± 0.2 1.9 3.8 ± 0.1 *
37kd
GAPDH

## Slide 3

N-Ras-/-
N-Ras+/+
BDL
 Sham
Sham
BDL
37kd
PCNA
37kd
GAPDH
37kd
αSMA
37kd
GAPDH

## Slide 4

N-Ras-/-
N-Ras+/+
BDL
 Sham
Sham
BDL
pRIPK1
75kd
75kd
pRIPK3
75kd
pMLKL
GAPDH
37kd
15kd
cl. Casp 3
37kd
cl. Casp 8
20kd
cl. Casp 8
GAPDH
37kd

## Slide 5

N-Ras-/-
N-Ras+/+
CCl4
 Oil
Oil
CCl4
pJNK
37kd
JNK
37kd
pJNK1
37kd
JNK1
37kd
50kd
pJNK2
50kd
JNK2
GAPDH
37kd
pAKT
75kd
AKT
75kd
GAPDH
37kd

## Slide 6

N-Ras-/-
N-Ras+/+
BDL
 Sham
Sham
BDL
pJNK
37kd
JNK
37kd
pJNK1
50kd
50kd
JNK1
50kd
pJNK2
JNK2
37kd
37kd
GAPDH
pAKT
37kd
50kd
AKT
GAPDH
37kd

## Slide 7

Ctrl
TNF-α + D-Gal
 WT Vector KD1 KD2
 WT Vector KD1 KD2
Crispr Cas 9
pRIPK1
75kd
pRIPK3
75kd
75kd
pMLKL
GAPDH
37kd
CC3
15kd
CC8
37kd
20kd
CC8
37kd
GAPDH

## Slide 8

Ctrl
TNF-α + D-Gal
 WT Vector KD1 KD2
 WT Vector KD1 KD2
Crispr Cas 9
50kd
pJNK1
JNK1
50kd
50kd
pJNK2
50kd
JNK2
GAPDH
37kd
pAKT
50kd
50kd
AKT
GAPDH
37kd

## Slide 9

Vector
N-Ras+/+
N-RasKD
20kd
N-Ras
37kd
GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

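Gene expression was measured in liver RNA of 24 mice on an Affymetrix mouse array of 22206 probe sets, with 1 array per mouse and 3 mice in each of 8 groups. The labels give 2 experiments of 12 arrays and 4 groups each. In the first, N-RAS+/+ and N-RAS-/- mice had sham surgery or BDL. In the second, they received oil or CCl_4_, which the paper gives as 0.6 mg/kg in 2 injections per week for 28 days and the labels as 4 weeks. The labels describe all mice as males, and the paper names the sex for the BDL mice. Replicate numbers run from N01 to N12 in the BDL experiment and from N21 to N32 in the CCl_4_ experiment and are shared by no groups, and no batch is given.

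The log2 signals per probe set and array were used as deposited. They had been normalized between arrays by the authors, by a method that is not stated. The submitters' processing notes name MAS5 with no role and no version, and the label protocol names a Cy3 kit where the label field names biotin. Over all arrays the log2 values ran from 2.01 to 13.62 and a pair of arrays correlated at 0.939 to 0.992. In the workbook as deposited, the linear signal of each group is the mean over its 3 arrays of 2 raised to the log2 value, made by the authors from the same arrays (largest relative difference 1.2e-15). The ratio values in the workbook are quotients of these group means, made by the authors. The p-value columns in the workbook, unadjusted and adjusted over all probe sets, were computed by the authors, and neither the test nor the method of adjustment is stated. The ratios and p values were used to compare the authors' calls with those made here. Every column of per-array values was used.

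Probe sets with exactly 1 gene symbol (21367) were tested, and 836 with several symbols and 3 with none were left out. Symbols were updated with the gene annotation of GRCm38.p6 (883 updated). Of the 143 genes with more than 1 probe set, the probe set with the highest mean was kept, which left 21144 genes. For 145 probe sets all values were shared with another probe set, so that their genes cannot be told apart on this array. The 12 arrays of each experiment were fitted with limma 3.58.1 in R 4.3.3 (lmFit with 1 coefficient per group, contrasts, eBayes at its default settings; data.table 1.17.8 for reading). Genotypes were compared within CCl_4_, oil, BDL and sham, treatments within each genotype, and the difference of the genotype effect between treated and control livers as an interaction. p values were adjusted over all genes by Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 in python 3.11.15, and versions were listed with pandas 2.3.3.

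The 32 gene lists were written from textbook knowledge and overlap in part. Each was tested with camera (preset correlation 0.01, and estimated correlation) and fry from limma, its members were counted over all genes and adjusted over the list alone, and p values were adjusted over the lists by Benjamini and Hochberg. The genes shared by the CCl_4_ and BDL calls were compared with chance by a one-sided Fisher's exact test. Genes were named by a rule: every gene of Fig. 4A to C and of the paper's text on the arrays, whose values in the figure had been seen; the 10 largest rises and 10 largest falls after CCl_4_ and after BDL among called genes whose arrays did not overlap between genotypes; up to 4 members of each list with the smallest adjusted p; and the Ras family with transcripts of proteins and markers that the paper measures in other ways. Genes outside the rule are marked in the text. The mapping of the samples, the comparisons, the lists, this rule and the alternatives were fixed before the data were examined, apart from 3 alternatives that were added later: leaving out the 6 arrays with low Y-linked signal, the Y-linked signal as a term, and an index of 10 clock genes as a term.

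Other choices were tried: a fit of only the arrays of the compared groups, a fit of all 24 arrays, quantile normalization, median centring, a filter at the 40th percentile of the gene means, a floor of 32 on the linear scale, the mean of a gene's probe sets, a trended and robust eBayes, array weights, the methods' t-test with and without adjustment, a fold change of at least 2 with and without the limma test, and leaving out each array in turn. Groupings of the same arrays other than the real one were also counted. The fits were tested on simulated data with 50 changed genes at each size. Of genes changed by 0.5, 1 and 2 log2 units, 4%, 78% and 100% were called in the CCl_4_ genotype comparison, and 16%, 76% and 100% in the BDL comparison. False calls made up 1.5% to 7% of the calls over all comparisons. The simulated CCl_4_ genotype comparison had 143 calls, against 3020 in the data, so the adjusted threshold was stricter there. The noise of each gene was drawn independently, whereas genes are correlated in the data. These shares therefore do not carry over directly to the real comparisons. Arrays of 3 mice per group limit the precision of each value. Transcripts of proteins that the paper measured by blotting or staining were read as transcripts only. The pathway software behind Fig. 4A was not run. Some genes that the rule takes are not reported here.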

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

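The tests of chromosome segments elsewhere in the genome, of Y-linked signal, array brightness and exchanged samples, of the scaling of the arrays and of macrophage markers were chosen after the result was seen; the tests of the neighbours of Nras, of the hour of killing and of other groupings of the arrays were written before their results were seen, and the swap of genotypes within each treatment was added after the other groupings, with its bound written before its own result.

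Transcripts also differed between genotypes in livers without injury: limma called 179 genes in oil livers (76 without N-RAS+/+ array N21, 80 without N-RAS+/+ N22, 96 without N-RAS-/- N29) and 90 in sham livers (35 without N-RAS+/+ N03, 37 without N-RAS-/- N07, 44 without N-RAS-/- N08, 55 without N-RAS-/- N09), and 30 genes were called the same way in all 4 genotype comparisons, 19 higher and 11 lower, among them Gm4788, Prelid2, Abca3 and Nras. A chromosome segment of another strain kept around Nras is argued against only for those of the 28 others with a known place that lie on other chromosomes. Of the 28, 0 lay among the 100 measured neighbours of Nras. Adh6-ps1 and B3galnt1 lie further out on its chromosome, at 235 and -387 measured genes from Nras, so a longer segment stays open for them. The one-sided Fisher's exact test (p = 1) adds little, since the share elsewhere would put 0.137 there. Such a segment stays open for the neighbours themselves, as 2% of them were called the same way in at least 2 comparisons by limma, against 0.748% of other genes, and Wars2, chosen after its values were seen, differed by 0.92, 0.88, 0.79 and 0.92 after CCl_4_, after BDL and in oil and sham livers, called in all but oil (after BDL not without N04, N05, N10, N11 or N12 (adjusted p up to 0.113)). For segments elsewhere, 12 of the 29 genes with a known place lay within 10 measured genes of another, against a mean of 0.781 in random sets (permutation p = 1.0e-04, the smallest that 10000 sets can give), and 2 of 22 (permutation p = 0.2) once 1 gene was kept of each set of neighbours whose signals correlated above 0.5, a step added after that result and the gene names were seen, so that such segments and related neighbouring genes with similar probes cannot be told apart. An effect of N-RAS loss itself on the uninjured liver stays open and was not tested.

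On 6 of the 12 sham and oil arrays, all labelled as from males, the Y-linked genes were low (at most 3.59, against at least 6.84 on every other array). All 6 lay above every other sham or oil array in the female-biased genes (lowest 10.00, highest other 6.20), as mice without a Y chromosome among mice labelled male would give, and no probe set of Xist could be used as a further check. Dim arrays are argued against, as the lowest female-biased mean of the 6 lay 3.80 above the highest of the others, and so is an exchange of samples between the genotypes, as Nras lay on the side of the labelled genotype on 6 of the 6 (highest N-RAS-/- array of the 24 5.56, lowest N-RAS+/+ array 5.92). A candidate explanation is therefore animals without a Y chromosome among those labelled male, an exchange of samples within a genotype or with other animals stays open and was not tested, and no biological explanation was tested. None of these arrays is from a BDL liver. Leaving them out, a fit chosen after the data were seen, keeps N02 as the only sham array, which adds nothing to the estimate of the spread. The BDL genotype comparison is then that of its own 6 arrays, with 56 genes called (49 of them among the 149). That fall comes from the smaller fit and does not bear on the Y-linked signal. BDL against sham in N-RAS+/+ livers then rests on N02 alone for sham. The clock index was -4.069 to -2.682 on the 5 sham arrays of low Y-linked signal. It was 1.238 on sham N02 and -1.141 to 0.918 on the BDL arrays, and 2.122 on oil N28. Comparisons with sham livers thus differ in the clock index as well as in Y-linked signal. The 2 cannot be told apart there, and what the difference in the index stems from was not tested.

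The genotype effect differed between CCl_4_ and oil for 499 genes by the test of the interaction (274 without N-RAS+/+ oil N22, 302 without N-RAS+/+ oil N23, 263 without N-RAS+/+ CCl_4_ N25, 329 without N-RAS-/- oil N27, 293 without N-RAS-/- oil N29), and lower cytokine and AP-1 transcripts in N-RAS-/- livers were part of it. Of 46 genes of these lists, 22 were called after CCl_4_, all lower, at a median of -0.76. For this difference after CCl_4_, the scaling of the arrays and fewer macrophages are argued against, as the median was -0.82 after quantile normalization and that of 20 macrophage markers was -0.040 (upper quartile 0.13, interquartile range 0.45). For the interaction, fewer macrophages are not argued against. There 21 macrophage genes had a median of -0.52 (camera adjusted p = 2.78e-04, lost at an adjusted p = 0.556 with an estimated correlation), against -0.53 for the cytokine and -0.73 for the AP-1 genes. In oil livers the macrophage genes were higher in N-RAS-/- mice, at a median of 0.53. A different hour of killing is argued against as the whole cause only so far as the slope of the clock index within groups holds between them. With the index as a term the median of the 46 genes was -0.85 and 20 of the 22 were still called (median standard error 0.26 without the term and 0.27 with it). The index itself did not overlap between genotypes after CCl_4_, at 1.723 to 1.847 in N-RAS-/- and 0.524 to 1.075 in N-RAS+/+ livers. The interaction tests whether the responses differ and not why. Swaps of genotypes within the treatments (8 of 100 splits) cannot decide on chance for its number, as the other 7 kept the genotypes in place after CCl_4_. Chance is thus not excluded, and an effect of N-RAS loss itself stays open and was not tested.

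In the N-RAS-/- BDL liver N12 the muscle gene Acta1 read 10.88, against 5.10 in the next liver, and Myh8, Ckm and Myoz2 read 9.98, 5.77 and 9.01, against at most 5.48, 4.78 and 3.98 elsewhere.

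Other groupings of the same arrays were counted for each comparison. For a pair of groups there are 10 splits, too few for a share under 0.05. The real split had the most calls in each, so that 1 split reached its number: 3020 after CCl_4_ (highest other 0), 149 after BDL (0), 179 in oil livers (4), 90 in sham livers (7), 3223 and 4828 for CCl_4_ against oil in N-RAS+/+ and N-RAS-/- livers (0 and 0), and 1524 and 2376 for BDL against sham (1 and 0). For the interaction of CCl_4_ and genotype, 2 of 100 splits reached 499, and the other called 4254 and set all CCl_4_ arrays against all oil arrays, a structure of the samples. Most of these splits mix treated and control arrays, which adds the CCl_4_ effect to the spread, so they decide nothing. With genotypes swapped only within CCl_4_ and within oil, 8 of 100 splits reached 499 (highest other 1528). The other 7 all left the genotypes in place after CCl_4_ and mixed them in oil, and the highest of the splits that mixed them after CCl_4_ was 1. Those 7 keep the genotype difference after CCl_4_, so they are not groupings by chance alone. The count of 8 therefore cannot decide on chance, which is not excluded. For BDL the real number was 0, which all 100 splits reach by construction, so the splits decide nothing there, and the highest other, 77, set the N-RAS-/- arrays against the N-RAS+/+ arrays (limma, 1414 genes at an unadjusted p under 0.05 in the real split).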

How the results depend on the processing

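The alternatives without the arrays of low Y-linked signal, with Y-linked signal as a term and with the clock index as a term were chosen after the data were seen. The number of genes called after CCl_4_ stayed between 2157 and 3571 with limma at an adjusted p under 0.05, with no fold limit and no array of its groups left out, and that of CCl_4_ against oil in N-RAS-/- livers, 4828, moved by more than 1.5 times only with the adjusted t-test of the methods or a fold change limit. Of 9967 values of 313 genes, named here or taken by the rule, after CCl_4_ and BDL, 9422 stayed on their side of the threshold, 431 lost and 110 gained a call, and of the 4 others, 3 were 0.000 with the floor of 32 and lost their calls, and Npas2 gained one with the clock index as a term. Of those that stayed, 362 changed sign while past the threshold on neither side. No detection calls are given, so that signal over background could not be tested for each gene. No paired analysis was possible because the replicate numbers are shared by no groups. A group with 1 array left out kept 2, and a group left with 1 array by leaving out low Y-linked signal is assumed to vary like the others. An alternative source of values was not run, as the workbook holds group means only, nor one with detection calls, nor the methods' t-test for interactions. Leaving out all arrays of low Y-linked signal could not be fitted for sham, for BDL against sham in N-RAS-/- livers or for the BDL interaction, as it leaves no N-RAS-/- sham array. Genes were tried under these choices only in the CCl_4_ and BDL genotype comparisons and lists only in the genotype comparisons. The cause of a change was not tested, except that a fold limit added to the limma test can only lower a number.

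With only the 6 arrays of the compared groups, 56 genes were called after BDL and 64 in oil livers. With all 24 arrays in one fit the numbers were 266 after BDL, 835 for the CCl_4_ interaction and 1 for the BDL interaction. The floor of 32 gave 79 after BDL, 76 in oil and 48 in sham livers, and 301 and 1 for the interactions. Without the arrays of low Y-linked signal, 56 were called after BDL and 306 between BDL and sham in N-RAS+/+ livers. With Y-linked signal as a term, BDL against sham gave 560 in N-RAS+/+ and 426 in N-RAS-/- livers and the BDL interaction 3. The clock index as a term gave 48 in sham livers, 654 for BDL against sham in N-RAS-/- livers and 293 for the CCl_4_ interaction.

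The methods' t-test, unadjusted, called 4870 genes after CCl_4_, 1919 after BDL, 2174 in oil and 1632 in sham livers, 4945 for CCl_4_ against oil in N-RAS+/+ livers, and 3108 and 4674 for BDL against sham in N-RAS+/+ and N-RAS-/- livers. Adjusted, it called 384 after CCl_4_, 1 after BDL, 0 in oil and 0 in sham livers, 462 and 1958 for CCl_4_ against oil and 16 and 862 for BDL against sham (oil and sham: 179 and 90 by limma). With a fold change of at least 2 as well as the limma test, 708, 96 and 104 were called after CCl_4_, after BDL and in oil livers, 1103 and 1569 for CCl_4_ against oil and 635 and 952 for BDL against sham. With that fold change and no test the numbers were 742 after CCl_4_, 234 after BDL and 157 in sham livers, 1145 and 1610 for CCl_4_ against oil, 743 and 1058 for BDL against sham, and 781 and 324 for the CCl_4_ and BDL interactions. Under median centring the median of all genes for BDL against sham in N-RAS-/- livers was -0.101, and 50.7% of its calls were higher, against 63.9%. For CCl_4_ against oil in N-RAS+/+ livers, 44% were higher under median centring, against 53%.

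With 1 array left out in turn, calls ranged from 1866 (without N25) to 2382 (without N32) after CCl_4_, from 69 (without N11) to 196 (without N05) after BDL, from 76 (without N21) to 156 (without N27) in oil livers and from 35 (without N03) to 92 (without N02) in sham livers. Further arrays moved the number by more than 1.5 times after BDL (77 without N04, 73 without N06, 97 without N10), in oil livers (80 without N22, 96 without N29) and in sham livers (37 without N07, 44 without N08, 55 without N09). CCl_4_ against oil ranged from 2016 (without N25) to 2992 (without N24) in N-RAS+/+ livers, and BDL against sham from 884 (without N01) to 1605 (without N02) in N-RAS+/+ and from 1580 (without N11) to 1971 (without N12) in N-RAS-/- livers. The CCl_4_ interaction ranged from 263 (without N25) to 536 (without N28), with 274 without N22, 302 without N23, 329 without N27 and 293 without N29, and the BDL interaction from 0 to 3 (without N02), with 1 each without N01 and N07.

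With an estimated correlation, camera's adjusted p for lists it had called after CCl_4_ was 0.182 (bile acid synthesis), 0.182 (bile acid transport), 0.482 (P450), 0.182 (cytokine), 0.956 (endothelial), 0.213 (AP-1), 0.482 (integrated stress) and 0.578 (periportal), and after BDL 0.540 (matrix), 0.509 (stellate cell), 0.379 (cell cycle), 0.379 (macrophage), 0.442 (neutrophil), 0.566 (endothelial), 0.452 (necroptosis) and 0.379 (p53). With fry it was 0.220 (endothelial) and 0.0746 (periportal) after CCl_4_ and 0.376 (matrix), 0.312 (stellate cell), 0.110 (cell cycle), 0.0739 (macrophage), 0.155 (neutrophil), 0.419 (endothelial) and 0.152 (necroptosis) after BDL. The number of members called adjusted over the list alone, where it moved by more than 1.5 times, was 0 (cell cycle), 1 (macrophage), 1 (cholangiocyte), 9 (integrated stress) and 2 (blood) after CCl_4_ (by limma over all genes 3 cell cycle genes, 3 higher and 3 lower at an unadjusted p under 0.05) and 3 (metalloproteinase), 23 (cell cycle), 2 (bile acid synthesis), 7 (P450), 11 (macrophage), 4 (T and NK cell), 1 (B cell), 2 (neutrophil), 6 (acute phase), 2 (endothelial), 1 (NRF2), 2 (male-biased), 1 (female-biased) and 1 (pericentral) after BDL.

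Camera's adjusted p ranged, with 1 array left out in turn, after CCl_4_ from 7.93e-05 to 0.128 (endothelial, highest without N24, also 0.101 without N31), 0.00580 to 0.143 (integrated stress, highest without N26, also 0.0564 without N31), 0.00641 to 0.128 (periportal, highest without N24, also 0.0595 without N32) and 0.0392 to 0.128 (blood, lowest without N25), and after BDL from 6.85e-06 to 0.286 (matrix, highest without N12, also 0.184 without N05), 1.90e-04 to 0.391 (stellate cell, highest without N12, also 0.167 without N05), 0.0116 to 0.815 (cholesterol, lowest without N06), 0.0284 to 0.992 (fatty acid, lowest without N12), 0.0406 to 0.473 (B cell, lowest without N11), 2.26e-04 to 0.117 (neutrophil, highest without N11, also 0.0611 without N05), 8.46e-05 to 0.933 (cholangiocyte, lowest without N04, also 0.00529 without N11), 1.12e-08 to 0.372 (endothelial, highest without N04) and 0.00926 to 0.0918 (necroptosis, highest without N06, also 0.0914 without N04, 0.0567 without N11). In oil and sham livers a direction turned: without N-RAS-/- oil array N28 the male-biased list rose (adjusted p = 0.0448, all fits 6.22e-05 to 0.218) and the Y-linked list had an adjusted p of 0.920 (6.04e-04 to 0.920), and without N-RAS+/+ sham N02 the male-biased, female-biased and Y-linked lists had adjusted p values of 0.261, 0.0680 and 0.891 in the other direction (lowest 9.56e-06, 3.21e-08 and 2.00e-04).

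With the floor of 32 the value after CCl_4_ was 0.000 for Cidea, Fcrla and Mmp3. With the clock index as a term the value of Npas2, which is part of that index, turned from 0.21 to -0.622 (adjusted p = 0.0227, main 0.783).

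Among the genes named here, each choice other than a left-out array ended or gave these calls, with Cidea listed for the floor of 32 only. With quantile normalization, calls were lost for Acta2, Arg1, Birc2, Ccn2, Cd163, Col4a4, Fcrla, Gzma, Hras, Map2k4, Mlkl, Mmp3, Mup1, Pck1, Pcna, Pik3ca and Rrm2 after CCl_4_, and Fbn1 after BDL. With median centring, calls were lost for Fcrla after CCl_4_, and Fbn1, Inmt and Mmp12 after BDL. With the floor of 32, calls were lost for Acta2, Adamts1, Asns, Birc2, Ccn2, Cd163, Cidea, Col4a4, Cyp7a1, Emp1, Fcrla, Gatm, Gdf15, Gzma, Hras, Kbtbd7, Kdr, Map2k4, Mmp3, Orm3, Pck1, Rrm2, Sox9, Steap4, Tagln, Tef and Tnf after CCl_4_, and Akr1c18, Amdhd1, Ccnb2, Cd163, Cyp4a14, Fbn1, Hao1, Ifi213, Ildr2, Inmt, Kif20a, Mcm3, Mmp12, Pyroxd2, Racgap1, Vmn2r29 and Wars2 after BDL. With a trended and robust eBayes, calls were lost for Acta2, Ccn2, Emp1, Fcrla, Gdf15, Orm3, Pck1, Rrm2 and Steap4 after CCl_4_, and Akr1c18, Cyp4a14, Hao1, Inmt, Kif20a and Racgap1 after BDL. With array weights, calls were lost for Col4a4 after CCl_4_, and Akr1c18, Cd163, Cyp4a14, Fbn1 and Inmt after BDL. Without the arrays of low Y-linked signal, calls were lost for Arg1, Birc2 and Cd163 after CCl_4_, and Akr1c18, Amdhd1, C1qb, Ccnb2, Cd163, Cyp4a14, Fbn1, Hao1, Inmt, Kbtbd7, Kif20a, Mcm3, Mmp12, Pyroxd2, Racgap1, Vmn2r29 and Wars2 after BDL. After BDL this is the fit of only the 6 arrays compared, as all of them have high Y-linked signal. With Y-linked signal as a term, calls were lost for Arg1, Birc2 and Cd163 after CCl_4_, and Inmt after BDL. With the clock index as a term, calls were lost for Arg1, Asns, Birc2, Ccn2, Clock, Cyp1a2, Cyp7a1, Fah, Fbn1, Fcrla, Fga, Gatm, Gdf15, Gzma, Hao1, Hpd, Hras, Kbtbd7, Map2k7, Mmp3, Pcna, Pik3ca, Psat1, Sox9, Steap4 and Tef after CCl_4_, and Cyp4a14 and Inmt after BDL. With the floor of 32, calls were gained for Fga after BDL. With a trended and robust eBayes, calls were gained for Cyp8b1 after BDL. Without the arrays of low Y-linked signal, calls were gained for Sprr1a after CCl_4_, and Asic5 and Cyp2c37 after BDL, again the fit of only the 6 BDL arrays. With Y-linked signal as a term, calls were gained for Sprr1a after CCl_4_, and Asic5, Cyp2c37 and Cyp2c50 after BDL. With the clock index as a term, calls were gained for Casp8, Cidec, Mmp15, Myh8 and Prrg4 after CCl_4_, and Cyp2c37 after BDL.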

Differences from the paper's values

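Fig. 4A gives folds, read here by eye, and 33 of them were set beside the folds of N-RAS-/- over N-RAS+/+ livers. The folds found here are 2 raised to the log2 difference, with a minus sign for falls, and not ratios of linear group means. A value was taken to differ if its sign was the opposite or the gap in log2 exceeded the larger SD of the groups compared. All 16 differed in the CCl_4_ column and 16 of 17 in the BDL column, and 14 had the opposite sign. This sets the columns against the comparison of genotypes that the text describes, and as the next paragraph gives, the columns lie closer to ratios between other groups. For genes shown as higher after CCl_4_, the paper's fold in Fig. 4A and the fold found here were Prrg4 about 47 against 1.75, Mmp12 about 37 against 1.33, Tnfrsf23 about 20 against -1.04, Emp1 about 19 against 3.47, Nrg1 about 17 against 1.27, Sprr1a about 15 against -2.18, Ly6d about 15 against -1.58, Nupr1 about 12 against -1.54 and Cd14 about 11 against 1.16. For genes shown there as lower they were Cyp8b1 about -74 against -5.35, Cyp7a1 about -72 against -1.96, Cyp2c38 about -66 against -1.25, Upp2 about -41 against -4.06, Slc1a2 about -36 against -2.98, Cyp2c40 about -34 against -1.27 and Keg1 about -31 against -4.9. For BDL, Fig. 4A and the values here gave Mup1 about 14 against -1.36, Elovl3 about 13 against 1.6, Prrg4 about 12 against -1.11, Psat1 about 9.5 against 1.02, Cidec about 9 against -1.9, Tnfrsf23 about 8.6 against 1.74 and Ndrg1 about 8.5 against -1.08 among the genes shown as higher, and Cyp7a1 about -69 against 1.77, Cyp2c38 about -57 against 1.1, Akr1d1 about -29 against -1.15, Myoz2 about -22 against 4.48, Acmsd about -16 against 1.24, Gabrp about -14 against 2.26, Idi1 about -14 against -1.26, Cib3 about -13 against -1.83 and Slc51b about -13 against 1.4 among those shown as lower. None of the alternatives, neither those set before the data were examined nor the 3 added later, brought any of these 32 to the paper's value. With the clock index as a term, chosen after the values were seen, Prrg4 was called higher after CCl_4_ (1.45, adjusted p = 0.00995), which the other settings do not call, and of the 6 genes of that column called otherwise, Cyp7a1 was lost. Sprr1a was called lower after CCl_4_ without N30 (-1.52, adjusted p = 0.0498) and in both fits made for low Y-linked signal, and Nupr1 without N24 (-0.88, adjusted p = 0.0462). Emp1 was called higher and Cyp8b1, Cyp7a1, Upp2, Slc1a2 and Keg1 lower after CCl_4_, as in the figure; Emp1 was not called without N24, N30 or N31 (adjusted p up to 0.0571), with the floor of 32 or with a trended and robust fit. Myoz2 read 9.01 in liver N12 and at most 3.98 in every other, and its fold was 1.24 without N12. As a ratio of linear group means, Myoz2 after BDL gave 20.15 with N12 kept. For Ly6d after BDL the values did not differ, about 3.4 in Fig. 4A against 4.47. Tnfrsf23 and Cyp2c38 were matched to names in the figure after their values were seen.

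Set beside 8 ratios of linear group means, an alternative chosen after seeing the values, all 16 folds of the CCl_4_ column had the sign of N-RAS-/- CCl_4_ over N-RAS-/- oil livers and lay within 1.5 times of it, and 4 equalled it to 2 digits (14 of 14 and 4 of 14 without Tnfrsf23 and Cyp2c38). Of 17 folds of the BDL column, 15 equalled N-RAS-/- CCl_4_ over N-RAS-/- BDL livers to 2 digits (13 of 15 without those), which drops 2 of the paper's genes: Ly6d, which equalled N-RAS-/- BDL over N-RAS+/+ BDL, and Mup1, which equalled none.

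The paper states that Ly6d and a TNF receptor rose in N-RAS-/- mice after both injuries. Ly6d differed by -0.66 after CCl_4_ (adjusted p = 0.157) and 2.16 after BDL (adjusted p = 0.0606); it rose with injury in N-RAS-/- livers, by 3.78 for CCl_4_ against oil and 4.59 for BDL against sham, the BDL difference between genotypes was called without array N05 (2.84, adjusted p = 0.00324) and in the authors' deposited table (FDR 0.0101), and a fall after CCl_4_ without N24 (-1.04, adjusted p = 0.0185). Tnfrsf22 and Tnfrsf23 differed by -0.13 and -0.061 after CCl_4_ and 0.26 and 0.80 after BDL, with no call. Cyp7a1, which the paper gives as lower, was lower after CCl_4_ (-0.97, adjusted p = 0.0349, authors' FDR 0.0644) and differed by 0.82 after BDL (adjusted p = 0.387). The legend of Fig. 4B and C gives values relative to the mean of the sham-operated mice. The differences that follow are between genotypes, which is another comparison than the legend gives. Injury against control was not set beside the figure for these genes. Of the matrix genes the paper gives as higher, Col4a4 was lower after CCl_4_ (-0.61; authors' ratio 0.659, FDR 0.0165) and Mmp15 differed by -0.62 (authors' ratio 0.620, FDR 0.0471; called lower without N25, -0.87, adjusted p = 0.0340, and with the clock index as a term, chosen after the data were seen, -0.87, adjusted p = 0.0370), and Mmp9 differed by 0.035 after CCl_4_ and 0.72 after BDL. Of the cell cycle genes it gives as higher, Cdk1, Ccnb1 and E2f2 differed by 1.44, 1.52 and 0.98 after BDL and were not called (adjusted p = 0.155, 0.0591 and 0.30). Cdk1 and Ccnb1 were called without array N12 (1.99, adjusted p = 0.0158 and 2.00, adjusted p = 0.00347) and in the authors' deposited table (FDR 0.0447 and 0.00487), and Mcm2, Mcm3, Ccnb2 and Kif20a were called higher after BDL. After CCl_4_, Cdk1, Ccnb1 and E2f2 differed by 0.39, 0.048 and 0.10 and were not called. As a list, 32 cell cycle genes rose after BDL by camera (median 1.18, adjusted p = 8.01e-23). That was lost at an adjusted p = 0.379 with an estimated correlation and with fry (0.110). Of the kinase genes of Fig. 4B and C, Mapk8, Mapk12, Mapk15 and Akt1 were not called after CCl_4_ (0.22, -0.008, -0.60 and 0.37) or after BDL (-0.46, -0.41, 0.57 and 0.29), while Map2k4 and Map2k7 were called higher after CCl_4_.

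The paper states that Nras rose in wild-type livers with chronic damage. It rose after CCl_4_ (1.30) and differed by 0.56 after BDL (adjusted p = 0.182). It also states that genes of immune infiltration and matrix rose in N-RAS-/- livers after either injury. The cytokine list does not measure infiltration, which the paper shows by staining and flow cytometry of immune cells. Of 27 cytokine genes, 11 were lower and 0 higher after CCl_4_ by limma (14 lower and 0 higher at an unadjusted p under 0.05). The fry adjusted p was 0.00470 and that of camera 1.35e-06, lost at an adjusted p = 0.182 with an estimated correlation. Macrophage, T and NK cell, B cell and neutrophil genes had medians of -0.019, -0.070, -0.056 and -0.13 after CCl_4_. Camera called none of these lists there (adjusted p = 0.882, 0.625, 0.606 and 0.606). Ptprc, Itgam and Adgre1 were not called after either injury. Of 29 matrix genes, 2 were higher after CCl_4_ and 1 after BDL. In the paper's direction, camera called a rise after BDL of the matrix genes (adjusted p = 0.00614, lost at an adjusted p = 0.540 with an estimated correlation, with fry, 0.376, and without N12, 0.286, or N05, 0.184), of the macrophage genes (median 0.53, 11 higher adjusted over the list alone, 3.97e-09, lost at an adjusted p = 0.379 with an estimated correlation and with fry, 0.0739), of the neutrophil genes (median 0.48, 0.00496, lost at an adjusted p = 0.442 with an estimated correlation, with fry, 0.155, and without N11, 0.117, or N05, 0.0611) and of the stellate cell genes (median 0.29, 0.00481, lost at an adjusted p = 0.509 with an estimated correlation, with fry, 0.312, and without N12, 0.391, or N05, 0.167). Cd68, Cd163 and Cd3e were higher after CCl_4_, and Cd163, C1qb and Mmp12 after BDL. In the authors' deposited table, 3762 probe sets passed an FDR under 0.05 after CCl_4_, 2214 higher and 1548 lower, 316 after BDL, 313 in oil and 142 in sham livers, of which 768, 156, 128 and 78 had a ratio of at least 2. The paper states no number of called genes. Apart from the arrays it reports higher mRNA of collagen IA1 and αSMA in N-RAS-/- livers after CCl_4_. After BDL it reports higher expression of collagens IA1 and III, αSMA, TIMP1 and IL1ß. On the arrays Acta2 was called higher after CCl_4_, a call lost without N24, N25 or N31, and Col1a1 was not called. After BDL none of Col1a1, Col3a1, Acta2, Timp1 and Il1b was called.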

Other observations

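The comparisons and lists in this part were set in advance, and the arrays of low Y-linked signal were marked after the data were seen. Several stress genes were lower in N-RAS-/- livers after CCl_4_. Of 18 genes of the integrated stress response, 0 were higher and 5 lower by limma (2 higher and 10 lower at an unadjusted p under 0.05, 1 and 8 adjusted over the list alone), among them Gdf15, a stress hormone, -1.67 ± 0.44 (adjusted p = 0.0203), the transcription factor gene Ddit3, -1.34 ± 0.22 (adjusted p = 0.00134), and Asns and Psat1 of amino acid synthesis, -1.09 and -1.05. The median was -0.51 and camera's adjusted p 0.0331, lost at an adjusted p = 0.482 with an estimated correlation, or at 0.143 without N26 and 0.0564 without N31, and fry gave 0.0452. Among 17 NRF2 and oxidative stress genes, 2 were higher and 5 lower (5 higher and 5 lower adjusted over the list alone, median -0.23, camera adjusted p = 0.444): the heme oxygenase gene Hmox1 and the cystine transporter gene Slc7a11 fell, -1.92 ± 0.33 (adjusted p = 0.00178) and -1.58 ± 0.27 (adjusted p = 0.00138), as did Sod2, -0.92, and G6pdx rose by 1.06 ± 0.22. Of 12 p53 targets, the death receptor gene Eda2r fell by 2.06 and Gtse1 rose by 0.84 (1 higher and 1 lower adjusted over the list alone, median -0.18, camera adjusted p = 0.628). Of 21 clock genes, 2 were higher and 4 lower (2 higher and 5 lower adjusted over the list alone, median -0.47, camera adjusted p = 0.395), among them Upp2, Bhlhe40, Tef and Clock at -2.02, -1.26, -0.71 and 0.55. Leaving out 1 array ended these calls for Gdf15 without N25, N26 or N32 (adjusted p up to 0.0860), Asns without N25, N26, N31 or N32 (adjusted p up to 0.0963), Psat1 without N25, N26 or N31 (adjusted p up to 0.0888), Gtse1 without N24 or N31 (adjusted p up to 0.0544), Tef without N24, N25, N26, N30 or N32 (adjusted p up to 0.0806) and Clock without N25, N30 or N31 (adjusted p up to 0.0894). In the BDL comparison limma called 0 genes of these lists: integrated stress (0 higher and 2 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median -0.011, camera adjusted p = 0.732), NRF2 (1 higher and 3 lower at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone, median -0.065, camera adjusted p = 0.147), p53 (5 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median 0.28, camera adjusted p = 0.0146, lost at an adjusted p = 0.379 with an estimated correlation, fry 0.0214) and clock (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median -0.33, camera adjusted p = 0.147).

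Lipid genes moved in both directions after CCl_4_. Of 23 genes of fatty acid synthesis and lipid droplets, 3 were higher and 4 lower in N-RAS-/- livers (5 higher and 5 lower adjusted over the list alone, median 0.11, camera adjusted p = 0.866): the lipid droplet genes Plin4 and Plin5 rose, Plin5 by 1.38 ± 0.29, and the elongase genes Elovl5 and Elovl6 differed by -0.87 and -1.25. Of 22 cholesterol synthesis genes, 1 was higher and 4 lower (1 higher and 4 lower adjusted over the list alone, median -0.042, camera adjusted p = 0.548), with Hsd17b7 at 1.19 and Fdft1, Sc5d and Acat2 at -1.17, -0.59 and -1.32. Of 19 acute phase genes, Orm3 was higher, 1.84 ± 0.48 (adjusted p = 0.0196), and Socs3, Steap4 and Fga lower, -1.22, -1.15 and -0.56 (1 higher and 4 lower adjusted over the list alone, median 0.042, camera adjusted p = 0.606, downward by camera). Among 18 bile duct genes, Sox9 fell by 0.97, and 1 was higher and 1 lower in all (0 higher and 1 lower adjusted over the list alone, median -0.11, camera adjusted p = 0.866). Of 7 blood genes limma called 0 (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 2 adjusted over the list alone, median -0.44, camera adjusted p = 0.0521, and 0.0392 without N25). Of 17 male-biased genes, Mup1 was higher, 0.47, and Slco1a1 lower (1 higher and 1 lower adjusted over the list alone, median -0.065, camera adjusted p = 0.551), and of 17 female-biased genes Fmo2 was higher, 2.01 ± 0.27 (adjusted p = 2.71e-04) (1 higher and 0 lower adjusted over the list alone, median -0.030, camera adjusted p = 0.606, upward by camera). Of the 4 Y-linked genes limma called 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median -0.025, camera adjusted p = 0.882, upward by camera). Leaving out 1 array ended these calls for Sc5d without N31 (adjusted p = 0.0510), Orm3 without N24, N25, N30 or N31 (adjusted p up to 0.0732), Steap4 without N24, N25, N30, N31 or N32 (adjusted p up to 0.154), Fga without N24, N25, N30 or N31 (adjusted p up to 0.0940), Sox9 without N25, N26 or N32 (adjusted p up to 0.0944) and Mup1 without N24, N25, N26, N30, N31 or N32 (adjusted p up to 0.106).

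In the BDL comparison Prom1 was the 1 call among the bile duct genes (1 higher and 0 lower adjusted over the list alone, median 0.19, camera adjusted p = 0.147). For the other lists limma called 0: fatty acid (1 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median 0.073, camera adjusted p = 0.592), cholesterol (2 higher and 2 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median -0.060, camera adjusted p = 0.710), acute phase (6 higher and 2 lower at an unadjusted p under 0.05, 5 and 1 adjusted over the list alone, median 0.044, camera adjusted p = 0.147), blood (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median 0.030, camera adjusted p = 0.620), male-biased (2 higher and 3 lower at an unadjusted p under 0.05, 1 and 1 adjusted over the list alone, median 0.046, camera adjusted p = 0.962, downward by camera), female-biased (0 higher and 5 lower at an unadjusted p under 0.05, 0 and 1 adjusted over the list alone, median -0.29, camera adjusted p = 0.0535) and Y-linked (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 adjusted over the list alone, median -0.38, camera adjusted p = 0.620). Without array N04 or N11 camera called a rise of the bile duct genes (adjusted p = 8.46e-05 and 0.00529; 0.933 without N06), without N06 a change of the cholesterol genes (0.0116; range to 0.815), and without N12 a change of the fatty acid genes (0.0284; range to 0.992).

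In livers given oil, 3 acute phase genes were higher in N-RAS-/- than in N-RAS+/+ mice. Orm3, Lcn2 and Orm2 rose by 3.46 ± 0.48, 2.71 ± 0.41 and 1.87 ± 0.24 (adjusted p = 0.00274, 0.00447 and 0.00120), and these were the calls among 19 genes (9 higher and 0 lower at an unadjusted p under 0.05, 4 and 0 adjusted over the list alone; median 0.43, camera adjusted p = 6.96e-06, lost at an adjusted p = 0.683 with an estimated correlation and with fry, 0.266). Macrophage genes had a median of 0.53, with Cd163 called and 11 higher adjusted over the list alone (camera adjusted p = 3.69e-07, lost at an adjusted p = 0.683 with an estimated correlation and with fry, 0.266). In sham livers their median was 0.23, limma called 0 (5 higher and 0 lower at an unadjusted p under 0.05, 2 higher adjusted over the list alone) and camera's adjusted p was 0.00690, lost at an adjusted p = 0.968 with an estimated correlation, with fry (0.833) and at 0.130 without N02. Of the lipid synthesis genes in oil livers Me1 was called lower, -0.89 ± 0.18 (adjusted p = 0.0349), 5 lower adjusted over the list alone, a median of -0.28 and a camera adjusted p of 3.24e-04 (lost at an adjusted p = 0.0612 with an estimated correlation; fry 0.0189). Female-biased genes had medians of 1.47 in oil and 1.13 in sham livers, where N-RAS-/- oil N28 and 5 of 6 sham arrays had low Y-linked signal (camera adjusted p = 9.50e-06 and 0.00526, lost at 0.683 and 0.968 with an estimated correlation and at 0.524 and 0.931 with fry, in oil livers at 0.574 without N28, and turned in sham livers at 0.0680 without N02).

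Injury itself changed many genes. CCl_4_ lowered cholesterol synthesis genes in N-RAS+/+ livers, 21 of 22 (median -1.57, camera adjusted p = 3.13e-28, 0.00778 with an estimated correlation), among them Nsdhl and Idi1, -2.89 ± 0.17 (adjusted p = 1.29e-07) and -3.71 ± 0.22 (adjusted p = 1.36e-07). Cytokine genes rose, 17 of 27 (median 1.15, camera adjusted p = 3.80e-17, 0.0128 with an estimated correlation). In N-RAS-/- livers 9 of the cytokine genes rose after CCl_4_ (median 0.38, camera adjusted p = 7.96e-04, lost at an adjusted p = 0.226 with an estimated correlation). The difference between these responses was tested by the interaction: 7 cytokine genes were lower in it (median -0.53, camera adjusted p = 1.23e-08, lost at an adjusted p = 0.0922 with an estimated correlation), as were 4 of bile acid transport (median -0.68, 1.50e-07, lost at 0.0922). For N-RAS-/- livers CCl_4_ lowered 13 of 16 bile acid synthesis genes (median -1.46, camera adjusted p = 6.11e-13, 0.0199 with an estimated correlation). BDL raised bile duct genes relative to sham, 11 of 18 in each genotype, with Spp1 at 3.52 ± 0.30 and 3.99 ± 0.30 in N-RAS+/+ and N-RAS-/- livers and medians of 1.42 and 1.73 (camera adjusted p = 7.53e-11 and 2.87e-12, lost at 0.0725 and 0.0621 with an estimated correlation). Acute phase genes rose with BDL, 14 and 15 of 19 (medians 0.94 and 1.04). In these sham comparisons all 4 Y-linked genes were called higher and female-biased genes had medians of -2.95 and -4.46 after BDL, with low Y-linked signal on 5 of 6 sham arrays. The clock index was low on the same 5 arrays (-4.069 to -2.682).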
